# Integrated transcriptomics and metabolomics reveal signatures of lipid metabolism dysregulation in HepaRG liver cells exposed to PCB 126

**DOI:** 10.1007/s00204-018-2235-7

**Published:** 2018-06-14

**Authors:** Robin Mesnage, Martina Biserni, Sucharitha Balu, Clément Frainay, Nathalie Poupin, Fabien Jourdan, Eva Wozniak, Theodoros Xenakis, Charles A. Mein, Michael N. Antoniou

**Keywords:** NAFLD, Transcriptome, Metabolome, HepaRG, Liver, PCB

## Abstract

Chemical pollutant exposure is a risk factor contributing to the growing epidemic of non-alcoholic fatty liver disease (NAFLD) affecting human populations that consume a western diet. Although it is recognized that intoxication by chemical pollutants can lead to NAFLD, there is limited information available regarding the mechanism by which typical environmental levels of exposure can contribute to the onset of this disease. Here, we describe the alterations in gene expression profiles and metabolite levels in the human HepaRG liver cell line, a validated model for cellular steatosis, exposed to the polychlorinated biphenyl (PCB) 126, one of the most potent chemical pollutants that can induce NAFLD. Sparse partial least squares classification of the molecular profiles revealed that exposure to PCB 126 provoked a decrease in polyunsaturated fatty acids as well as an increase in sphingolipid levels, concomitant with a decrease in the activity of genes involved in lipid metabolism. This was associated with an increased oxidative stress reflected by marked disturbances in taurine metabolism. A gene ontology analysis showed hallmarks of an activation of the AhR receptor by dioxin-like compounds. These changes in metabolome and transcriptome profiles were observed even at the lowest concentration (100 pM) of PCB 126 tested. A decrease in docosatrienoate levels was the most sensitive biomarker. Overall, our integrated multi-omics analysis provides mechanistic insight into how this class of chemical pollutant can cause NAFLD. Our study lays the foundation for the development of molecular signatures of toxic effects of chemicals causing fatty liver diseases to move away from a chemical risk assessment based on in vivo animal experiments.

**Electronic supplementary material:**

The online version of this article (10.1007/s00204-018-2235-7) contains supplementary material, which is available to authorized users.

## Introduction

A growing epidemic of non-alcoholic fatty liver disease (NAFLD) is affecting human populations that consume a western diet (Argyrou et al. 2017). The spectrum of NAFLD ranges from fatty infiltration of the liver (steatosis), to more advanced stages characterized by liver inflammation and fibrosis (non-alcoholic steatohepatitis, NASH), and subsequent cirrhosis, and hepatocellular carcinoma (Michelotti et al. 2013; Vernon et al. 2011). NAFLD currently affects 25% of the US population, and approximately 2–5% have NASH (Vernon et al. 2011) with concomitant massive clinical and economic burden (Younossi et al. 2016). Annual direct medical costs have been estimated to be approximately $103 billion ($1613 per patient) in the US. The occurrence of NAFLD in Europe is also very high and ranges from 20 to 30% with annual medical costs currently running at €35 billion (from €354 to €1163 per patient) in countries such as Germany, France, Italy, and the United Kingdom (Younossi et al. 2016). Risk factors identified to date for the development of NAFLD include being overweight or obese, having diabetes and high cholesterol or high triglycerides in the blood. Rapid weight loss and poor eating habits can also lead to NAFLD. The heritability of NAFLD was estimated at ~ 50% (Sookoian and Pirola 2017). However, some individuals develop NAFLD even if they do not have any of these risk factors (Foulds et al. 2017) and with exposure to physiologically active environmental pollutants being a recognized additional determinant of disease establishment.

Chemical exposure has long been known to be a risk factor for NAFLD/NASH (Petrakis et al. 2017; Wahlang et al. 2013), which is also known as toxicant-associated fatty liver disease (TAFLD) and its more severe form, toxicant-associated steatohepatitis (TASH). TAFLD has been commonly associated with acute chemical exposures at the workplace (Cave et al. 2010b), or after industrial accidents (Yu et al. 1997). However, there is also evidence showing that environmental pollutants have the ability to cause TAFLD at environmental levels of exposure (Cave et al. 2010a). The ability of environmental pollutants to disturb metabolic processes at low environmental levels of exposure generally results from their ability to interfere with the activity of natural hormones by binding to their receptors (Heindel et al. 2017). Different structural classes of environmental pollutants have been shown to modulate liver nuclear receptors, such as dioxins acting on the aryl hydrocarbon receptor (AhR), organotins on peroxisome proliferator-activated receptor γ (PPARγ), or organochlorines on the constitutive androstane receptor (CAR) (Foulds et al. 2017). Some environmental pollutants also promote NAFLD because of their hormone mimicking properties on distant organs. For example, bisphenol A acts on the pancreas by stimulating the production and secretion of insulin which, in turn, increases the storage of fat by stimulating lipogenesis in the liver (Fabricio et al. 2016). Commonly defined as obesogens, some other endocrine disrupting chemicals (EDCs) have been found to promote adipose cell differentiation and lipid accumulation (Janesick and Blumberg 2016) with some studies establishing a direct link between human exposures to some EDCs and risk of obesity (Tang-Peronard et al. 2014). Recent advances in human microbial ecology has also revealed that alterations of the gut microbiota by chemicals at early stages of life accelerate hepatic lipid metabolism (Ba et al. 2017). However, TAFLD is not only a hormone receptor-mediated disease but can also arise from metabolic imbalances. For instance, fatty acid breakdown can be altered following a direct inhibition of mitochondrial β-oxidation by, for example, the insecticide chlordecone (Kaiser et al. 2012). Mitochondrial β-oxidation can also be indirectly inhibited by an alteration in NAD + cofactor metabolism by compounds such as vinyl chloride.

Overall, biological mechanisms underlying the development of steatosis are grouped into four biological processes affecting the metabolism of fatty acids: an increased uptake, a decreased efflux, an increased synthesis, or defects in their oxidative metabolism (Angrish et al. 2017). All these processes are interrelated with a need for more studies providing mechanistic insight into the alteration of hepatic lipid metabolism, which in turn induces the development of NAFLD (Foulds et al. 2017). This is a priority for regulatory toxicology programs and includes a move away from a chemical risk assessment based on in vivo animal experiments (Merrick et al. 2015). This can be achieved by detailed molecular profiling studies describing the effects of known toxicants on validated tissue culture model systems, such as the human liver cell line HepaRG (Angrish et al. 2017).

We describe here the alterations in the gene expression profile and metabolite levels of HepaRG cells exposed to the polychlorinated biphenyl (PCB) congener 126, one of the most potent chemicals associated with development of TAFLD (Al-Eryani et al. 2015). Our investigation included a metabolomics analysis, which identified 802 metabolites, which were analyzed with MetExplore (Cottret et al. 2010), to extract the metabolic sub-network involved in the biological response to low environmental levels of PCB 126 exposure. This was coupled with a transcriptomics analysis allowing identification of gene networks involved in the response to PCB 126. Our study is the first in-depth investigation of the molecular profiles underlying the toxic effects of PCB 126 by integrating the transcriptome and metabolome of HepaRG cells in response to this compound and which ultimately highlighted TAFLD-associated sensitive biomarkers of exposure to this class of pollutant.

## Materials and methods

### Reagents

All reagents and chemicals, unless otherwise specified, were of analytical grade and were purchased from Sigma-Aldrich (Gillingham, Dorset, UK). The PCB 126 (98.5% purity, CAS Number 57465-28-8) was purchased from LGC Standards GmbH (Wesel, Germany). Stock solutions of PCB 126 were made by dissolving in DMSO. The Williams’E medium + GlutaMAX™ were purchased from Gibco (Thermo Fisher Scientific, Loughborough, UK). The supplement ADD670, as well as the DMSO, was provided by Biopredic International (Rennes, France).

### HepaRG cell culture

HepaRG™ cells (HPR 116) were purchased from Biopredic International (Rennes, France). Cells were thawed, suspended and plated in the general purpose medium (Williams’E medium + GlutaMAX™) containing the ADD670 supplement. A total of 72,000 and 2,000,000 cells were plated in collagen-coated 96-well plates (Greiner Bio-One, Germany) and 6-well plates (Biopredic), respectively. All cells were cultured at 37 °C and a 5% CO_2_ atmosphere. The medium was refreshed at days 2, 5 and 7 after initial plating. The cells were kept in the general purpose medium until day 8, when the culture becomes well organized and includes well-delineated trabeculae and many canaliculi-like structures. At this time, the culture is composed of primitive biliary epithelial cells and mature hepatocytes with basal metabolic activities similar to fresh hepatocyte cells. From day 8 to day 14, cells were switched to the test medium composed of Williams’ E medium + GlutaMAX™ supplemented with 2% fetal bovine serum (FBS; GE Healthcare Life Sciences, Buckinghamshire, UK), 2 mM l-glutamine (GE Healthcare Life Sciences), 10 μg/mL penicillin/streptomycin (Life technologies) and 1% DMSO, as well as different concentrations of PCB 126 or the solvent control. Effects of PCB 126 was assessed at three concentrations to cover a wide range of biological activities, starting from a low environmental concentration (100 pM) to a high concentration of (1 μM), with an intermediate concentration (10 nM).

### Mass spectrometry-based metabolomics

Approximately 5,000,000 cells per sample were harvested from the 6-well plate cultures to obtain a sufficient amount of material to perform the metabolomics analysis. Cells were detached using 0.05% trypsin EDTA (Thermo Fisher Scientific, Loughborough, UK), and collected by centrifugation to eliminate trypsin residues and cell pellets frozen. The frozen cell pellets were then processed by Metabolon Inc. (Durham, NC, USA) for metabolomics analysis. Samples were prepared using the automated MicroLab STAR^®^ system from Hamilton Company (Reno, NV, USA). Proteins were precipitated with methanol under vigorous shaking for 2 min using the Glen Mills GenoGrinder 2000 (Glen Mills, NJ, USA) followed by centrifugation. Samples were placed briefly on a TurboVap^®^ (Zymark, Hopkinton, MA, USA) to remove the organic solvent. The sample extracts were stored overnight under nitrogen before preparation for analysis. The resulting extract was analyzed on four independent instrument platforms: two different separate reverse-phase ultrahigh performance liquid chromatography–tandem mass spectroscopy analysis (RP/UPLC–MS/MS) with positive ion mode electrospray ionization (ESI), a RP/UPLC–MS/MS with negative ion mode ESI, as well as a by hydrophilic interaction chromatography (HILIC)/UPLC–MS/MS with negative ion mode ESI.

All UPLC–MS/MS methods utilized a Waters ACQUITY ultraperformance liquid chromatography (UPLC) (Waters Corporation, Milford, MA, USA) and a Thermo Scientific Q-Exactive high-resolution/accurate mass spectrometer (Thermo Fisher Scientific Inc., Waltham, MA USA) interfaced with a heated electrospray ionization (HESI-II) source and Orbitrap mass analyzer operated at 35,000 mass resolution. The sample extract was dried then reconstituted in solvents compatible to each of four methods used. Each reconstitution solvent contained a series of standards at fixed concentrations to ensure injection and chromatographic consistency. One aliquot was analyzed using acidic positive ion conditions, chromatographically optimized for more hydrophilic compounds. In this method, the extract was gradient eluted from a C18 column (Waters UPLC BEH C18-2.1 × 100 mm, 1.7 µm) using water and methanol, containing 0.05% perfluoropentanoic acid (PFPA) and 0.1% formic acid (FA). Another aliquot was also analyzed using acidic positive ion conditions, chromatographically optimized for more hydrophobic compounds. In this method, the extract was gradient eluted from the same aforementioned C18 column using methanol, acetonitrile, water, 0.05% PFPA and 0.01% FA, and was operated at an overall higher organic content. Another aliquot was analyzed using basic negative ion optimized conditions using a separate dedicated C18 column. The basic extracts were gradient eluted from the column using methanol and water, with 6.5 mM ammonium bicarbonate at pH 8. The fourth aliquot was analyzed via negative ionization following elution from a HILIC column (Waters UPLC BEH Amide 2.1 × 150 mm, 1.7 µm) using a gradient consisting of water and acetonitrile with 10 mM ammonium formate, pH 10.8. The MS analysis alternated between MS and data-dependent MSn scans using dynamic exclusion. The scan range varied slightly between methods but covered 70–1000 *m*/*z*.

Instrument variability was 5%. This was determined by calculating the median relative standard deviation (RSD) for the standards that were added to each sample prior to injection into the mass spectrometers. Overall process variability was 10%. This was determined by calculating the median RSD for all endogenous metabolites (that is, non-instrument standards) present in 100% of the pooled matrix samples.

Raw data were extracted, peak-identified and QC processed using hardware and software of Metabolon Inc. Compounds were identified by comparison with library entries of purified standards or recurrent unknown entities. Biochemical identifications are based on three criteria: retention index within a narrow retention time/index (RI) window of the proposed identification, accurate mass match to the library +/− 10 ppm, and the MS/MS forward and reverse scores between the experimental data and authentic standards. While there may be similarities between these molecules based on one of these factors, the use of all three data points can be utilized to distinguish and differentiate biochemicals. Peaks were quantified using the area-under-the-curve method.

### RNA sequencing (RNA-seq)

#### RNA extraction and double-stranded cDNA library preparation

RNA extraction was performed using the Qiagen RNeasy kit (Qiagen, Manchester, UK) according to the manufacturer’s instructions. The samples were checked for RNA quality using the Agilent 2100 Bioanalyzer (Agilent Technologies UK Limited, Craven Arms, UK) and quantified using a Nanodrop instrument (ND-1000 Spectrophotometer; Thermo Fisher Scientific Inc.). The extracted RNA was subsequently subjected to treatment with DNAse I (Thermo Fisher Scientific Cat. no: AM222) followed by purification with Agencourt Ampure XP beads (Thermo Fisher Scientific Cat. no: A63881). A 20 ng aliquot of intact high-quality total RNA (RIN > 9) from each sample was then used as input to generate libraries for RNA-seq using the NEBNext Ultra II Directional RNA kit (NEB, Hitchin Herts, UK; Cat. no: E7760S) following the manufacturer’s recommendations. This protocol involved an initial step of rRNA depletion, followed by fragmentation prior to first-strand cDNA synthesis and barcoding of the second-strand cDNA synthesised with indices for Illumina platform sequencing for final library amplification. The resulting libraries were assessed on the Bioanalyzer 2100 for purity. Sequencing of the resultant double-stranded (ds) cDNA libraries was performed by applying Illumina sequencing by synthesis technology.

#### Sequencing of ds-cDNA libraries

Out of a total of 40 cDNA libraries generated, 15 were randomly selected and assessed for quality and fragment size distribution using the Agilent 2200 Tapestation (Agilent Technologies UK Limited) prior to sequencing. All samples showed libraries of good quality, with minimal adapter-dimer contamination, and an average fragment size of 345 bp. All 40 libraries were quantified using the Qubit 2.0 spectrophotometer and the high-sensitivity dsDNA Qubit reagent kit (Life Technologies, Thermo Fisher Scientific, Loughborough, UK). An equimolar quantity of each library was pooled for sequencing, and the resulting complete pool was quality checked using the Agilent 2200 Tapestation. Sequencing consisted of generating 75-bp paired-end reads for the final pool of 40 libraries using the Illumina NextSeq^®^500 instrument in conjunction with the NextSeq^®^500 v2 High-output 150-cycle kit (Illumina Inc., Cambridge, UK).

### Statistical analysis

The metabolome data analysis was performed using MetaboAnalyst 3.0 (Xia and Wishart 2016). We removed variables with more than 50% of missing values. We also replaced remaining missing values with a small value (half of the minimum positive values in the original data) assuming to be the detection limit. Furthermore, variables that show low repeatability as measured using the relative standard deviation were removed. This step is recommended for untargeted metabolomics datasets with a large number of variables to remove baseline noise (Hackstadt and Hess 2009). Data were then median scaled, log transformed, and normalized to protein concentration, as determined using the Bradford reagent, from the cell pellets. A principal component analysis (PCA) was first performed to inspect the data variance and see how the samples are related to each other. This was then followed by an orthogonal projection to latent structures discriminant analysis (OPLS-DA) to identify the source of variation between control and treated groups (Worley and Powers 2016). OPLS-DA is an extension of the PLS-DA method, which incorporates an orthogonal component distinguishing the variability corresponding to the experimental perturbation (here the effect of PCB 126) from the portion of the data which is orthogonal, that is, independent from the experimental perturbation. Although PCA is an unsupervised method, the OPLS-DA is supervised. The separation between the different classes is calculated by maximizing the covariance between the metabolome matrix (*x*) and the experimental group labels (*y*). It is thus prone to overfitting, which we addressed by performing permutation testing. Statistically significant alterations in the levels of metabolites were identified based on the significance after analysis with a one-way ANOVA test adjusted for multiple comparisons with Fisher’s least significant difference (*q* < 0.05). The metabolome network visualization was performed with MetExplore as described (Cottret et al. 2010). Briefly, the sub-network was obtained by keeping reactions belonging to shortest paths up to a length of 4 between pairs of metabolites in the fingerprint. Network was modelled based on Recon2 (Thiele et al. 2013) human metabolic network using atom conservation graph (Frainay and Jourdan 2017) where two metabolites are connected if they are substrate and product of the same reaction and share at least one carbon (excluding carbon dioxide from the network).

The RNA-seq data analysis was performed using the latest version of the Tuxedo protocol with HISAT, StringTie and Ballgown (Pertea et al. 2016). First, we analyzed the quality scores and other metrics using FASTQC (Andrews 2010). Contamination from rRNA was measured by aligning the sequences of human rRNA to the FASTQ files (http://genomespot.blogspot.co.uk/2015/08/screen-for-rrna-contamination-in-rna.html). Sequences were then aligned to the human genome (Supplementary File 1) using the hierarchical indexing for spliced alignment of transcripts program HISAT2 (Kim et al. 2015). For this purpose, we used prebuilt indexes (H. sapiens, GRCh38) downloaded from the HISAT2 website. Alignment rates ranged from 85.12 to 95.53% (average of 91.63%). The number of reads per samples ranged from 9,467,558 to 35,623,876 (average of 21,575,770 reads). Then, StringTie was used to assemble and quantify the transcripts in each sample using the Homo_sapiens.GRCh38.89 database (Pertea et al. 2016). Finally, the differential gene expression analysis was made with Ballgown (Frazee et al. 2015) in R environment (Team 2017). Low abundance transcripts with a variance across samples of less than one were filtered. A standard linear model-based comparison of transcript abundance was performed without adjusting for other covariates to identify differentially expressed transcripts (*q* < 0.05).

Functional implications of the alteration in gene expression profiles were analyzed using ClueGO (Bindea et al. 2009) and CluePedia plugins in Cytoscape (version 3.5.1) (Shannon et al. 2003). The GO biological process database (23.02.2017) and the KEGG annotation database (01.03.2017) were used. The analysis was conducted using a two-sided hypergeometric test for enrichment using a *p* value threshold of 0.05 after its adjustment by the Benjamini–Hochberg procedure (Benjamini and Hochberg 1995). GO term fusion was employed to integrate GO categories, minimize the output, and create a functionally organized GO category network. Our network displayed GO terms found in the levels 5–10 of the GO hierarchy, to avoid meaningless high-level hierarchy terms. Since it is well known that gene-annotation enrichment tools can give different results, we corroborated our interpretations by undertaking an additional KEGG functional analysis using the Wallenius non-central hypergeometric distribution in the Bioconductor package GOSeq (Young et al. 2010). This analysis has the advantage of correcting for the gene selection bias due to differences in transcript length present in RNA-seq datasets. KEGG annotation enrichment profiles were found to be very similar to the results obtained with ClueGO. These RNA-seq data have been submitted to Gene Omnibus and are accessible through accession number GSE109565.

The metabolome and transcriptome datasets were then integrated by a sparse partial least squares regression (sPLS) performed with the MixOmics package. PLS is a supervised method, which selects correlated variables (genes, metabolites) across the same samples by maximizing the covariance between the datasets. The sparse version of PLS (sPLS) was used to select the most correlated variables using LASSO penalization on the pair of loading vectors as described by Le Cao et al. (2008).

## Results

We determined transcriptome and metabolome signatures of the effect of a 6-day exposure to PCB 126 in differentiated HepaRG human liver cells (Fig. 1). The cells presented no visible signs of aging, or phenotypic alterations caused by PCB 126, at the time point used to evaluate effects. This was verified by measuring lipid accumulation using the AdipoRed assay (Supplementary File 5). PCB 126 treatment of HepaRG cells gave rise to a non-significant increase in lipid accumulation at the two lowest concentrations (100 pM, 10 nM) tested. This validates our approach since the first aim of our experiments was to identify the primary effects of PCB 126 and not secondary effects due to the accumulation of lipids.

**Fig. 1:**
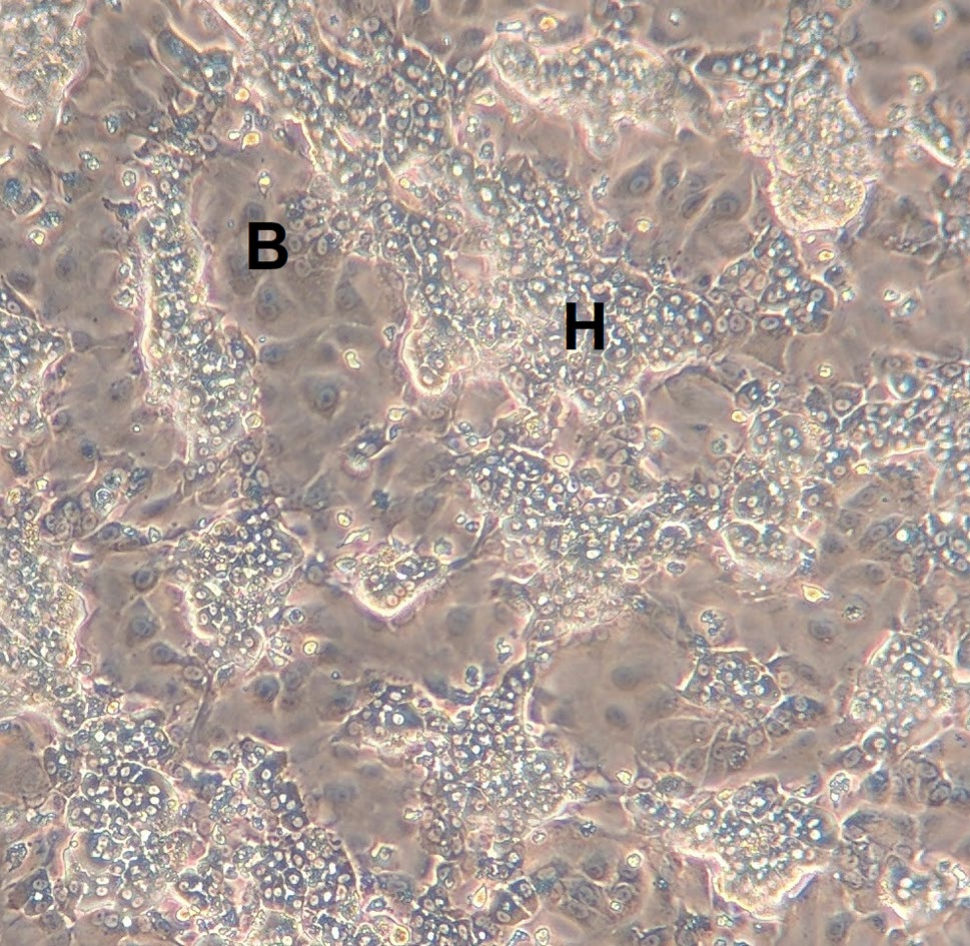
Morphology of HepaRG cells. After undergoing a complete programme of hepatocyte differentiation, HepaRG cells display the phenotype reflective of normal human liver cells including binuclear hepatocytes and forming bile canaliculus-like structures. A mixed population of two types of cells is visible, namely, hepatocyte-like colonies (H) surrounded by clear epithelial cells corresponding to primitive biliary cells (B)

### Metabolomics analysis

The metabolome platform detected 802 metabolites. We removed 7 variables with more than 50% missing values, and 199 variables that showed low repeatability. The effects of the PCB 126 were first visualized by plotting each sample as a point in space defined by the two principal components from a PCA, to reduce the 596-dimensional space defined by the variations in the metabolites levels (Fig. 2a). The components separated the group of samples treated with the PCB 126 from the control group. As the dose of PCB 126 increases, the groups become more clustered. We then built an OPLS-DA model (Fig. 2b) on the basis of the PCA results. The OPLS-DA model for PCB 126 (R2X = 0.177, R2Y = 0.769, and Q2 = 0.58) appropriately classified all samples (Fig. 2d). This model explains 17.7% of the variation in metabolite levels (R2X) and 76.9% of the variations between the different groups (R2Y). The average prediction capability (Q2) was 58%. The difference between R2Y and Q2 was less than 0.2 and the Q2 value was greater than 50%, revealing an excellent predictive capability (Robotti and Marengo 2016). A 1000-time permutation test was conducted to further validate the OPLS-DA model (Fig. 2c). The empirical *p* values for R2Y (*p* = 0.022) and Q2 (*p* < 0.001) indicate that the observed statistic (based on our data) is not part of the distribution formed by those from the permuted data. Thus, the dose-dependent clustering of the data is statistically significant.

**Fig. 2:**
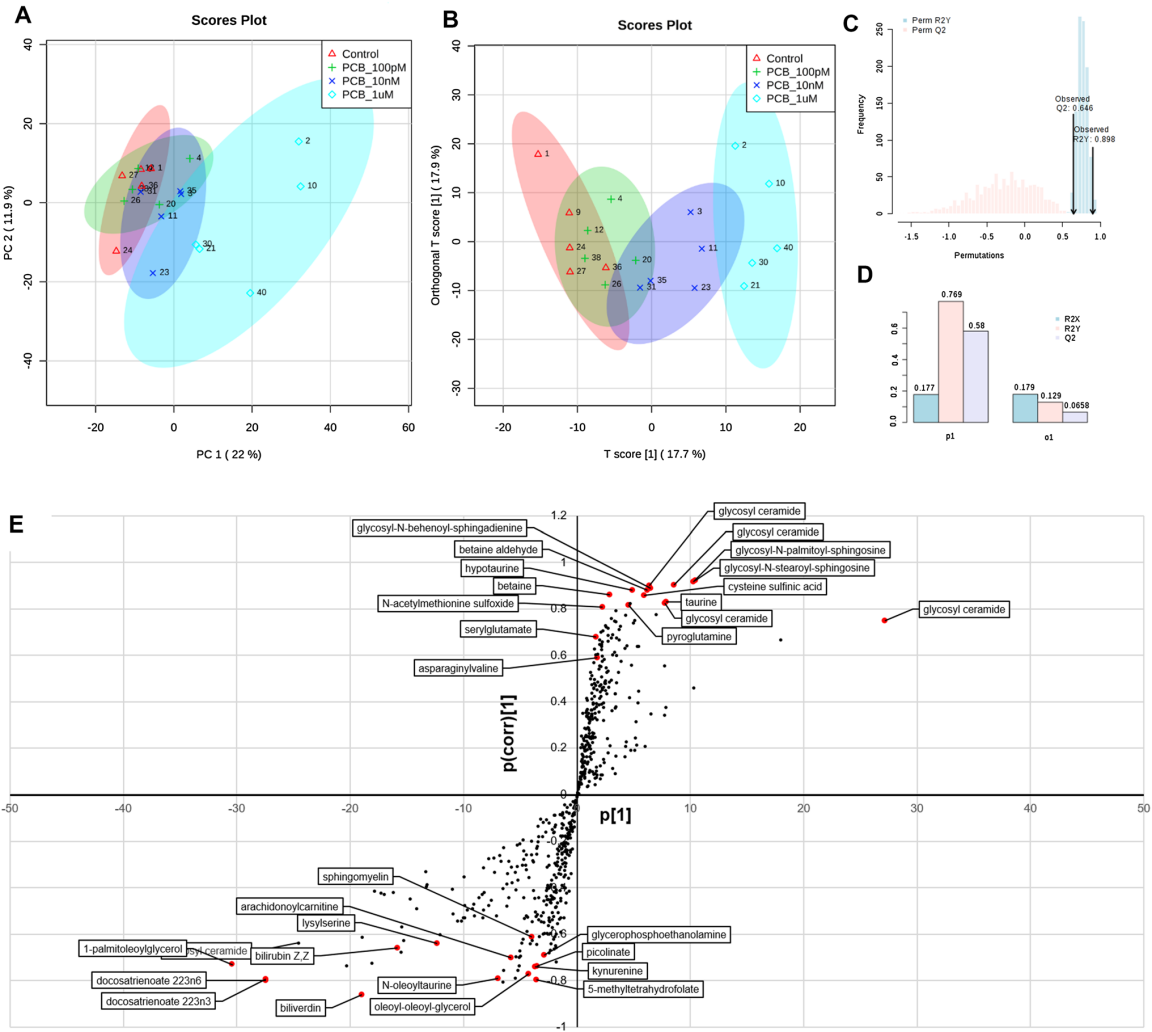
Multivariate analysis of HepaRG cell metabolome following treatment with PCB 126 shows alterations in lipid metabolism. **a** Principal component analysis of metabolome profiles separate the group of samples treated with the PCB126 from the control group. As the dose of PCB 126 increases, the groups become more clustered. **b** Orthogonal projection to latent structures discriminant analysis (OPLS-DA) properly classified all samples (R2X = 0.177, R2Y = 0.769, and Q2 = 0.58). The 95% confidence regions are displayed by shaded ellipses. **c** A 1000-time permutation test shows that the observed statistics is not part of the distribution formed by the statistics from the permuted data (R2Y *p* = 0.022; Q2 *p* < 0.001). **d** Cross-validation parameters, R2 and Q2, representing the quality of the model. **e** The S-plot visualizes the variable influence in the OPLS-DA model. Significantly disturbed metabolites towards the separation in OPLS-DA models (red dots) were selected based on the significance threshold of *q* < 0.05 after analysis with one-way ANOVA test adjusted for multiple comparisons with Fisher’s least significant difference. A total of 30 metabolites had their levels disturbed by the PCB 126 treatments

An S-plot was then constructed to visualize the loading of the PCB 126 OPLS-DA model (Fig. 2e), and determine which variables are the best discriminators between the different treatment groups. This plot combines the modelled covariance (*p*_1_) and the modelled correlation (*p*(corr)) from the OPLS-DA model in a scatter plot. The highest magnitude and reliability scores were attributable to polyunsaturated fatty acids (docosatrienoate 22:3n3 and 22:3n6) and ceramides. However, because OPLS-DA loading is difficult to interpret with more than two classes, we used the OPLS-DA method for score overview but for significantly disturbed metabolites (red dots, Fig. 2e) selected based on the results of a one-way ANOVA test. A total of 30 metabolites had their levels disturbed by the PCB 126 treatments (Table 1). Most of the changes were dose dependent (Fig. 3). The most pronounced metabolic differences were attributed to a change in lipid metabolism. A total of four glycosyl-ceramides and three glycosyl-sphingosines had their levels increased [fold change (FC) up to 13.2 for glycosyl ceramide d181/231, d171/241], while polyunsaturated fatty acids such as docosatrienoate 22:3n3 (FC ranging from − 1.3 to − 5.4), and docosatrienoate 22:3n6 (FC from − 1.6 to − 6.5) and 1-palmitoleoylglycerol (FC from − 1.8 to − 370) had their levels decreased. These lipids are common constituents of cell membranes, and thus changes in their levels suggest that membrane integrity and maintenance is adversely affected by the PCB 126 treatment.

**Table 1:** Metabolome disturbances provoked by exposure to PCB 126 in HepaRG cells

Biochemical	Super_pathway	Sub_pathway
Pyroglutamine	Amino acid	Glutamate metabolism
Betaine	Amino acid	Glycine, serine and threonine metabolism
Betaine aldehyde	Amino acid	Glycine, serine and threonine metabolism
Cysteine sulfinic acid	Amino acid	Methionine, cysteine, SAM and taurine metabolism
Hypotaurine	Amino acid	Methionine, cysteine, SAM and taurine metabolism
*N*-Acetylmethionine sulfoxide	Amino acid	Methionine, cysteine, SAM and taurine metabolism
Taurine	Amino acid	Methionine, cysteine, SAM and taurine metabolism
Kynurenine	Amino acid	Tryptophan metabolism
Picolinate	Amino acid	Tryptophan metabolism
5-Methyltetrahydrofolate (5MeTHF)	Cofactors and vitamins	Folate metabolism
Bilirubin (*Z,Z*)	Cofactors and vitamins	Hemoglobin and porphyrin metabolism
Biliverdin	Cofactors and vitamins	Hemoglobin and porphyrin metabolism
Glycosyl ceramide (d16:1/24:1, d18:1/22:1)	Lipid	Ceramides
Glycosyl ceramide (d18:1/20:0, d16:1/22:0)	Lipid	Ceramides
Glycosyl ceramide (d18:1/23:1, d17:1/24:1)	Lipid	Ceramides
Glycosyl ceramide (d18:2/24:1, d18:1/24:2)	Lipid	Ceramides
Glycosyl-*N*-behenoyl-sphingadienine (d18:2/22:0)	Lipid	Ceramides
Glycosyl-*N*-palmitoyl-sphingosine (d18:1/16:0)	Lipid	Ceramides
Glycosyl-*N*-stearoyl-sphingosine (d18:1/18:0)	Lipid	Ceramides
Oleoyl-oleoyl-glycerol (18:1/18:1)	Lipid	Diacylglycerol
*N*-Oleoyl taurine	Lipid	Endocannabinoid
Arachidonoyl carnitine (C20:4)	Lipid	Fatty acid metabolism (acyl carnitine)
1-Palmitoleoylglycerol (16:1)	Lipid	Monoacylglycerol
Glycerophosphoethanolamine	Lipid	Phospholipid metabolism
Docosatrienoate (22:3n3)	Lipid	Polyunsaturated fatty acid (n3 and n6)
Docosatrienoate (22:3n6)	Lipid	Polyunsaturated fatty acid (n3 and n6)
Sphingomyelin (d18:1/21:0, d17:1/22:0, d16:1/23:0)	Lipid	Sphingolipid metabolism
Asparaginyl valine	Peptide	Dipeptide
Lysylserine	Peptide	Dipeptide
Serylglutamate	Peptide	Dipeptide

All the metabolites displayed have their levels significantly altered (*q* < 0.05) after analysis with one-way ANOVA test adjusted for multiple comparisons with Fisher’s least significant difference

**Fig. 3:**
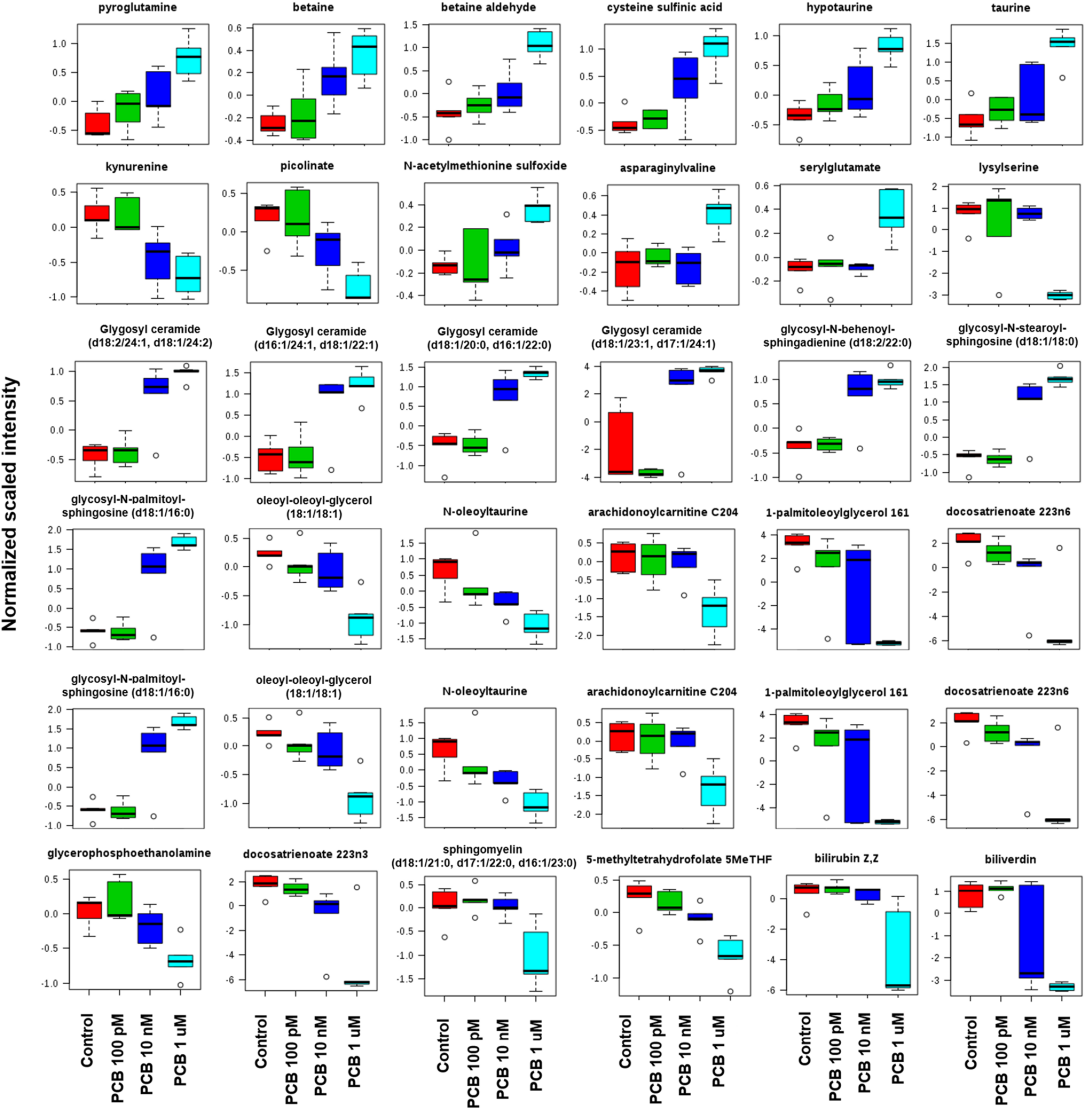
Box plot of metabolome changes associated with the exposure to PCB 126 to HepaRG cells shows a dose-dependent effect. All the metabolites displayed have their levels significantly altered (*q* < 0.05) after analysis with one-way ANOVA test adjusted for multiple comparisons with Fisher’s least significant difference. Most of the changes caused by the PCB treatment were dose dependent

Our results also show an increased activity within detoxification pathways. Multiple metabolites, including cysteine sulfinic acid, taurine, hypotaurine, *N*-oleoyltaurine, and *N*-acetylmethionine sulfoxide are significantly elevated in a dose-dependent manner. The predominant pathway elicited as a response to oxidative stress seems to be taurine metabolism as indicated by the network analysis performed using MetExplore (Fig. 4a). Our network analysis reveals that bilirubin and biliverdin are further away from most metabolites in the fingerprint (Fig. 4b). Thus, the network extraction focused on the first cluster which contains more metabolites (Fig. 4a). The core part of the taurine and hypotaurine metabolism seems to be modulated (disregarding bilirubin and biliverdin) as a consequence of the oxidative stress induced by PCB 126.

**Fig. 4:**
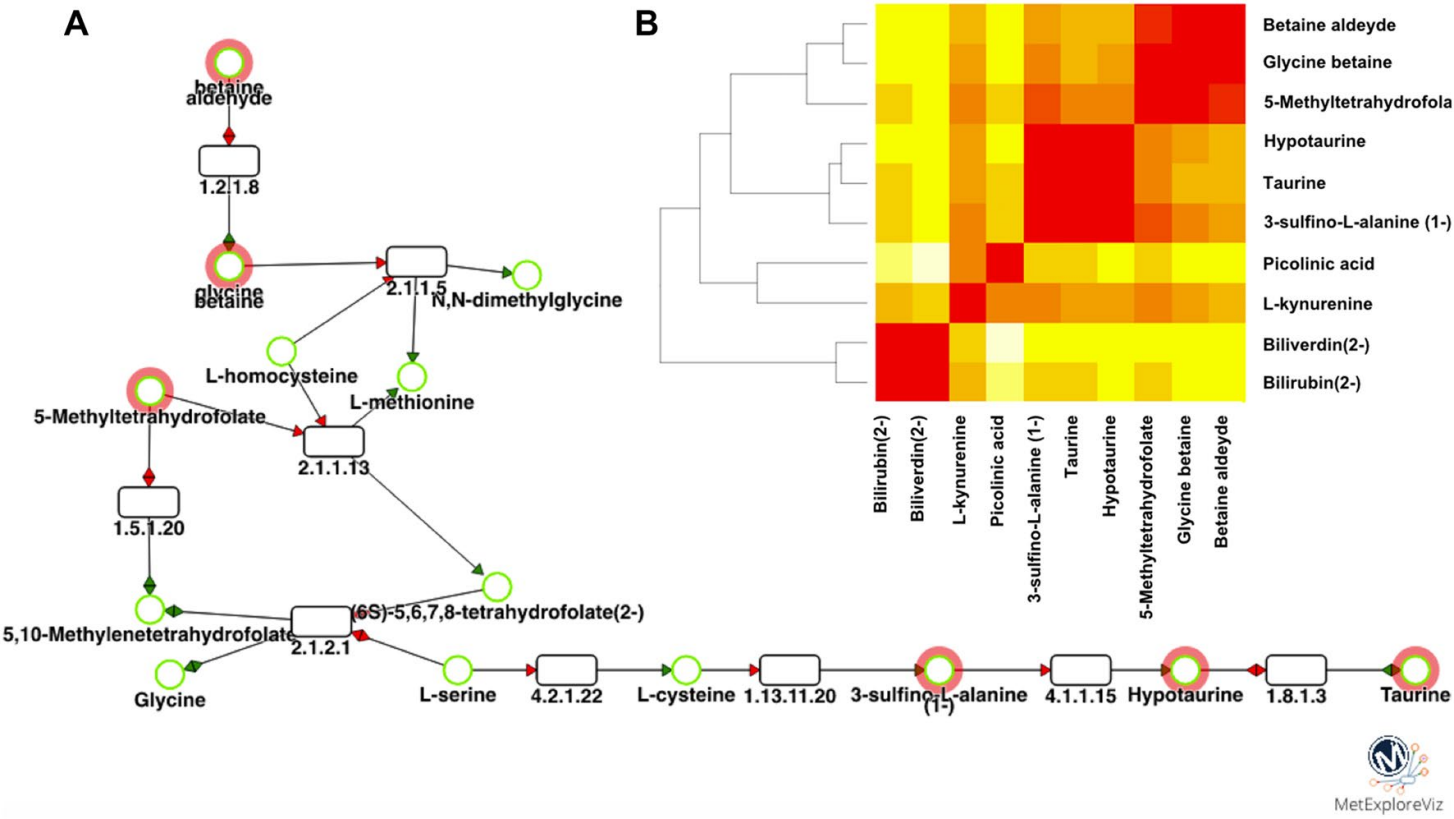
Network analysis of metabolome profile alterations demonstrates a role of taurine and hypotaurine in oxidative stress induced by PCB 126 in HepaRG cells. **a** Sub-network. Circles are metabolites and rectangles are reactions. Reaction labels are EC numbers and metabolite names are from Recon2 model. Red circle metabolites are the ones from the fingerprint. **b** Distance matrix between metabolites belonging to the network. Red corresponds to shorter distance (0) and white to longer distances (12 reactions between nodes)

Multiple gamma-glutamyl amino acids such as gamma-glutamylglutamine and gamma-glutamylcysteine are also elevated. This is possibly in response to oxidative stress being caused by the PCB 126 exposure. Several activators of aryl hydrocarbon receptor (AhR)-mediated transcription such as the bile pigments biliverdin and bilirubin, as well as tryptophan metabolites kynurenine and picolinate, had their levels decreased by the PCB 126 treatment. Other intermediates in tryptophan metabolism such as quinolinate, kynurenate and pyridoxate were also decreased but did not reach statistical significance.

### Transcriptomics analysis

Transcriptome profiles of HepaRG cells were then analyzed using Illumina-based RNA sequencing. 

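HepaRG is a human hepatic cell line that differentiates into a mixed culture of hepatocyte-like and biliary-like cells, and PCB 126 is a dioxin-like polychlorinated biphenyl that binds the aryl hydrocarbon receptor. Total RNA was depleted of ribosomal RNA, made into directional libraries and sequenced as 75-bp read pairs. The PCB 126 experiment had 5 libraries in each of 4 groups, which were the solvent control and the 100 pM, 10 nM and 1 µM concentrations, each after a 6-day exposure. The alignment summary of Supplementary File 1 names 18 of these 20 libraries. It leaves 2 entries without a library name, and control replicate 2 and 100 pM replicate 4 are the libraries it does not name. The number of read pairs ranged from 17342522 to 21573287 in the control group (median 20243406, n = 4 named libraries) and from 19241926 to 32570785 at 100 pM (median 25741682, n = 4). It ranged from 9467558 to 26296619 at 10 nM (median 20853743, n = 5) and from 16180425 to 21230210 at 1 µM (median 19470517, n = 5). The authors aligned the reads with HISAT2, assembled and quantified transcripts with StringTie, and deposited the FPKM of 234960 transcripts in each library. Of these transcripts, 35782 were assembled by StringTie and carry no Ensembl identifier or gene name. The values were not scaled between libraries, and the FPKM of a library summed to between 265035 and 511321. Between 71169 and 116314 transcripts had a value above 0 in a library. From these tables, 21181 transcripts with a variance of FPKM above 1 across the 20 libraries were kept, as in the methods of the paper. The test of differential expression was limma on log2(FPKM + 1) with all 20 libraries in the same fit, and p values were adjusted by the Benjamini-Hochberg procedure with a threshold of 0.05. Gene values were the sum of the FPKM over the transcripts that carry a gene's name, and 9755 genes passed the same filter. Every fold change is on the log2(FPKM + 1) scale, which understates the change of transcripts with low FPKM. The choice of filter, scaling between libraries and model moved the number of altered transcripts, and replicates are numbered here by the run of library numbers they belong to, an identifier only.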

An unsupervised visualization of the variance structure by a PCA showed comparable results to those of the metabolome profiles. 

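The PCA was computed from log2(FPKM + 1) of the filtered transcripts, centred and not scaled. The first component held 19.2% of the variance, the second 6.54% and the third 6.07%. With each transcript scaled to unit variance, the alternative set beforehand that moved the first component most upwards, its share was 28.1%. Scores on the first component overlapped between the groups. The control group had a mean score of -18.6 ± 48.4 (SD, n = 5), the 100 pM group -34.8 ± 19.2 (SD, n = 5), the 10 nM group 16.4 ± 68.9 (SD, n = 5) and the 1 µM group 37.1 ± 70.0 (SD, n = 5). None of the 3 concentrations differed from the control group on this component by more than the spread between libraries (2-sided exact permutation tests of 5 libraries against 5, p = 0.643, 0.302 and 0.167).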

The control group separates from the PCB 126 groups in a dose-dependent manner on the second component (Fig. 5). 

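On the second component of this PCA of transcripts, the groups were not ordered by dose. Scores were -12.2 ± 20.7 (SD, n = 5) in the control group, 6.91 ± 9.12 (SD, n = 5) at 100 pM, -14.5 ± 30.9 (SD, n = 5) at 10 nM and 19.8 ± 55.7 (SD, n = 5) at 1 µM. The correlation of these scores with the dose step (0 to 3) had a Spearman rho of 0.132 (permutation test over 20 libraries, p = 0.589) and a Pearson r of 0.25 (permutation test, p = 0.303). With each of the 20 libraries left out in turn, rho lay between 0.0317 and 0.844, and the highest value was reached without replicate 1 of the 1 µM group, whose score of 109.5 was the highest of all libraries. The Spearman correlation was 0.45 with every transcript above 0 in at least 1 library (permutation test, p = 0.0503), and 0.69 to 0.814 for FPKM summed per gene name or per assembled locus, settings chosen after seeing the values (permutation tests, p = 0.0011 to 5e-05). Other settings chosen after seeing the values gave 0.0155 to 0.357. On the third component, rho was 0.783 (permutation test, p = 0.00018) and r was 0.772 (permutation test, p = 0.00014). The tests of the third component were not part of the plan fixed before the data were examined, so they are exploratory. Scores on the third component were -29.1 ± 8.84 (SD, n = 5) in the control group, -17.2 ± 14.8 (SD, n = 5) at 100 pM, 10.8 ± 24.1 (SD, n = 5) at 10 nM and 35.5 ± 33.7 (SD, n = 5) at 1 µM. Exact permutation tests against the control group on this component gave p = 0.167 at 100 pM, p = 0.0159 at 10 nM and p = 0.00794 at 1 µM, the last being the smallest 2-sided p that the 252 splits of 10 libraries into 5 and 5 allow. From the second component of its own PCA (Fig. 5), the paper concludes that the control group separates from the PCB 126 groups in a dose-dependent manner.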

The source of variation causing the clustering on the first component remains unknown as no batch effects was identified in the experimental procedure. 

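Supplementary File 1 gives, for each named library, the percentage of read pairs that aligned concordantly more than once, as read pairs from ribosomal RNA and other repeated sequences do. This percentage was between 37.88 and 45.66 in 5 of the 18 named libraries of the PCB 126 experiment and between 14.77 and 25.63 in the other 13. The 5 libraries were replicate 5 of the control group, replicates 3 and 5 of the 10 nM group and replicates 1 and 5 of the 1 µM group. Their scores on the first component ran from 62.8 to 146, and the scores of the other 13 from -53.4 to -5.67. The limit of 30% that separates them was set with Fig. 5 and these percentages in view, so this difference is a description of the clusters and not a test. Because the libraries fall into separate clusters, no correlation was computed over all of them. Within the 13 libraries, the score rose with the percentage (Pearson r = 0.776, permutation test p = 0.00242; Spearman rho = 0.632, p = 0.0224). The Benjamini-Hochberg adjusted p of this r was 0.00968 over the 4 relations of the first component that were computed. Without the 2 libraries farthest from the median percentage, r was 0.63 (permutation test, p = 0.0377). The relation was not seen after scaling between libraries, with r = 0.112 under 75th-percentile scaling and r = 0.22 under quantile normalization. The cluster with more than 30% of such read pairs holds too few libraries for a correlation of its own. It contains libraries of 3 of the 4 groups and none of the named 100 pM libraries.

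**Figure D1:**
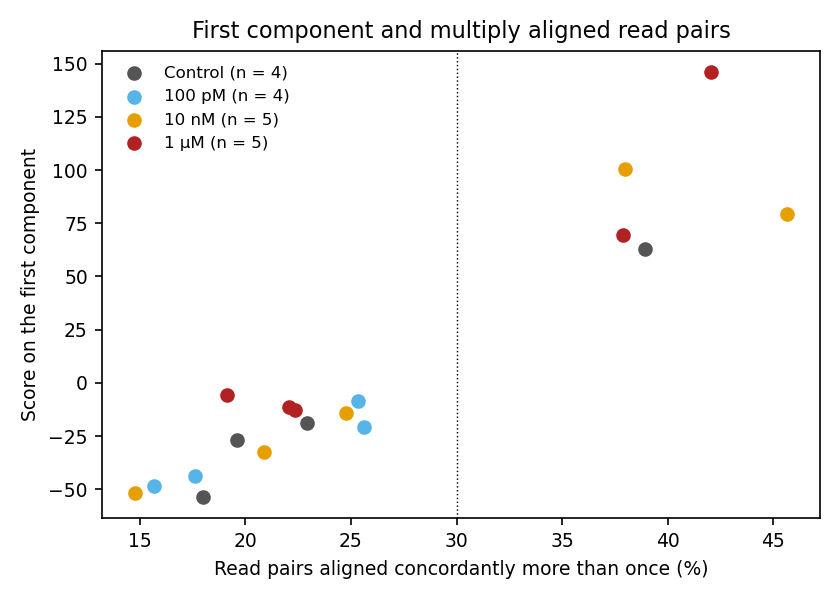
Score of each named library on the first principal component (vertical axis, no unit) against its percentage of read pairs aligned concordantly more than once (horizontal axis), coloured by group, with a dotted line at 30%. The 5 libraries to the right of the line all have scores of 62.8 or more, and the 13 to its left all have scores of -5.67 or less.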

As a result, the standard linear model-based comparison of transcript abundance was performed without adjusting for other covariates. 

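The comparison was also made with the percentage of multiply aligned read pairs as a covariate, over the 18 libraries for which it is known. In these 18 libraries, 39 transcripts had an adjusted p under 0.05 across the 4 groups without the covariate and 132 with it (limma with Benjamini-Hochberg adjustment). When the 5 libraries with more than 30% of such read pairs were left out of the full set, 172 transcripts passed.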

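Across the 4 groups, 77 of the 21181 tested transcripts had an adjusted p under 0.05 (limma F-test with Benjamini-Hochberg adjustment over all tested transcripts), and 1584 had an unadjusted p under 0.05. Against the control group, 1 transcript passed at 100 pM, 13 at 10 nM (10 higher and 3 lower) and 117 at 1 µM (65 higher and 52 lower). Unadjusted p values under 0.05 were found for 785 transcripts at 100 pM, 1019 at 10 nM and 2056 at 1 µM. All 13 transcripts at 10 nM and 112 of the 117 at 1 µM had 5 treated values that did not overlap with the 5 control values. The alternative that moved the number across the 4 groups most was quantile normalization between libraries, with 279 transcripts. An ordinary linear model with a library-size term, as Ballgown fits by default, gave 264. Summed per gene, 136 of 9755 genes had an adjusted p under 0.05 across the groups. At 10 nM, 20 genes passed (14 higher and 6 lower), and at 1 µM 182 genes passed (63 higher and 119 lower). The excess of lower genes depended on the scaling, with 247 higher and 345 lower after 75th-percentile scaling and 532 and 553 after quantile normalization.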

A total of 264 transcripts had their levels altered by the PCB 126. We present a detailed analysis of *CYP1A1* expression as a representative of the changes we observed (Fig. 6). *CYP1A1* is known to be highly expressed following exposure to dioxins and PCBs as its promoter contains seven dioxin-responsive elements, which bind the aryl hydrocarbon receptor (Li et al. 2014). 

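CYP1A1 lies on the minus strand of chromosome 15 of GRCh38, from 74719542 to 74725536 in the GENCODE annotation, which lists 9 transcripts for it. Dioxin-responsive elements share the 5-base core GCGTG, to which the aryl hydrocarbon receptor binds with its partner ARNT. In the reference sequence upstream of 74725536, 5 such cores lie within 1000 bp, 10 within 1500 bp and 11 within 2000 bp, counting both strands, where the paper cites 7 dioxin-responsive elements. The nearest core, from 74725581 to 74725585, begins 45 bases upstream and falls inside the longer 5′ end of ENST00000379727, which the authors' annotation extends to 74725610. The others begin between 388 and 1865 bases upstream, the farthest of them at 74727401. A search for the core alone does not measure binding, and the sequence flanking it was not scored.

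**Figure D2:**
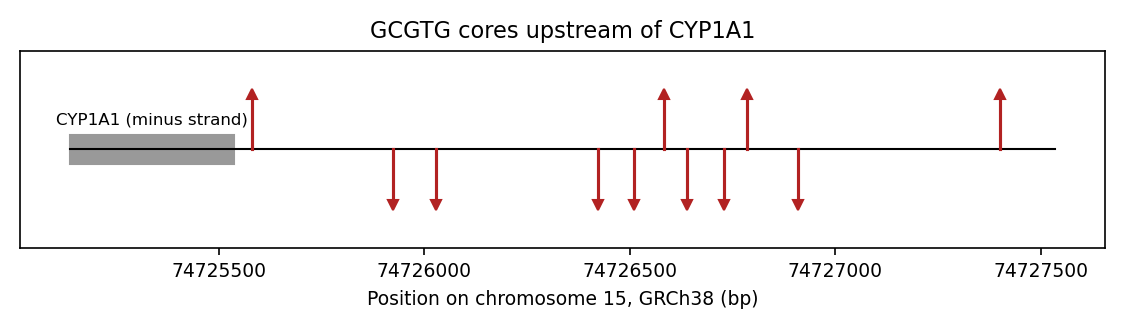
Positions of the 11 GCGTG cores within 2000 bp upstream of CYP1A1 on chromosome 15 of GRCh38, with the 5′ end of the gene as a grey box. Marks pointing up are cores in the orientation of the gene and marks pointing down are in the opposite orientation, and 10 of the 11 lie within 1500 bp.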

The evaluation of expression levels among 12 distinct isoforms of *CYP1A1* shows that some transcripts are expressed at a much higher level than others (Fig. 6a). 

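The locus assembled by StringTie at CYP1A1 held 12 transcripts, of which 10 carried the gene's name and 2 were assembled without an Ensembl identifier. Of the 12, 3 were listed at 0 in every library (ENST00000612821, ENST00000617691 and ENST00000395049), and 8 passed the filter on variance. The assembled transcript with 5 exons, from 74719703 to 74725540 of chromosome 15, had an FPKM of 62.7 ± 32.4 (SD, n = 5) at 1 µM and 0.0202 ± 0.0418 (SD, n = 5) in the control group. ENST00000379727, with 7 exons, reached 34 ± 17.3 (SD, n = 5) at 1 µM against 1.91 ± 3.29 (SD, n = 5) in the control group. ENST00000567032 reached 17.2 ± 11.7 (SD, n = 5) against 0.0123 ± 0.0173 (SD, n = 5). ENST00000564596 reached 4.47 ± 2.11 (SD, n = 5) against 0.0103 ± 0.0163 (SD, n = 5). The transcripts share most of their exons, so the FPKM of each depends on how StringTie divided the same read pairs between them.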

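Across the 4 groups, 4 of the 12 transcripts of the CYP1A1 locus had an adjusted p under 0.05 from limma with Benjamini-Hochberg adjustment. They were ENST00000395048 (adjusted p = 0.00331), ENST00000379727 (0.0149), ENST00000567032 (0.0119) and the assembled transcript with 5 exons (0.000715). ENST00000564596, which Fig. 6b also plots, had an adjusted p of 0.0611. Against the control group at 100 pM alone, 0 of the 12 had an adjusted p under 0.05, and the smallest adjusted p was 0.925. The log2 fold changes at 100 pM were 3.51 (standard error 1.03) for ENST00000395048, 2.07 (standard error 0.74) for ENST00000379727, 0.88 (standard error 0.74) for ENST00000567032 and 0.83 (standard error 0.46) for ENST00000564596. The unadjusted exact permutation tests of these 4 transcripts at 100 pM gave p = 0.0873, 0.0635, 0.119 and 0.167, and that of the assembled transcript gave p = 0.0159. The 5 libraries at 100 pM were far apart. The FPKM of ENST00000395048 was 267 in replicate 5, 59.2 in replicate 1, 14.0 in replicate 2, 1.31 in replicate 3 and 0 in replicate 4, so that the mean rests mostly on replicate 5. At 10 nM and at 1 µM, exact permutation tests gave p = 0.00794 for each of the 4 transcripts in Fig. 6b.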

Four of these 12 isoforms had their expression increased from the lowest concentration (*q* < 0.05). 

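The 24 transcripts with the smallest p across the 4 groups in limma were examined for their order over the doses. The medians of 16 of them rose or fell at every step from the control group to 1 µM, 13 rising and 3 falling. At 100 pM, 1 of the 24 had an adjusted p under 0.05 (limma with Benjamini-Hochberg adjustment), 9 had an unadjusted exact permutation p under 0.05, and 4 had no overlap between the treated and the control values. The 24 were chosen by a test that includes the 100 pM libraries. The 6 with the smallest p were transcripts of SERPINB2, STC2, the CYP1A1 locus (the assembled transcript), CYP1A2, CYB561A3 and COL3A1. ENST00000299502 of SERPINB2 (chromosome 18, 63887700 to 63903890) rose from an FPKM of 0.334 ± 0.746 (SD, n = 5) in the control group to 2.28 ± 1.71 at 100 pM, 15.7 ± 11.4 at 10 nM and 38.94 ± 18.12 at 1 µM. ENST00000265087 of STC2 (chromosome 5, 173314713 to 173329503) rose from 0.467 ± 0.183 (SD, n = 5) to 1.42 ± 1.16, 6.29 ± 3.70 and 13.8 ± 4.72. ENST00000304636 of COL3A1 (chromosome 2, 188974320 to 189012746) was at 12.0 ± 3.55 (SD, n = 5) in the control group, 11.3 ± 5.56 at 100 pM, 2.97 ± 2.87 at 10 nM and 0.368 ± 0.0982 at 1 µM. The transcript past the threshold at 100 pM, which StringTie assembled on chromosome 2 from 128091194 to 128157346, was listed at 0 in all control libraries and had an FPKM of 10.0 ± 4.12 (SD, n = 5) at 100 pM, with a log2 fold change of 3.38 (standard error 0.52, adjusted p = 0.0485). Summed over the 9 transcripts of its locus, which includes UGGT1, the FPKM was 20.2 ± 6.07 (SD, n = 5) in the control group and 24.9 ± 2.93 (SD, n = 5) at 100 pM, a difference within the spread between libraries (exact permutation test, p = 0.206).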

A scatter plot of the expression levels for the 24 most differentially expressed transcripts shows that alterations were dose dependent and detectable at concentrations as low as 100 pM (Supplementary File 2).

**Fig. 5:**
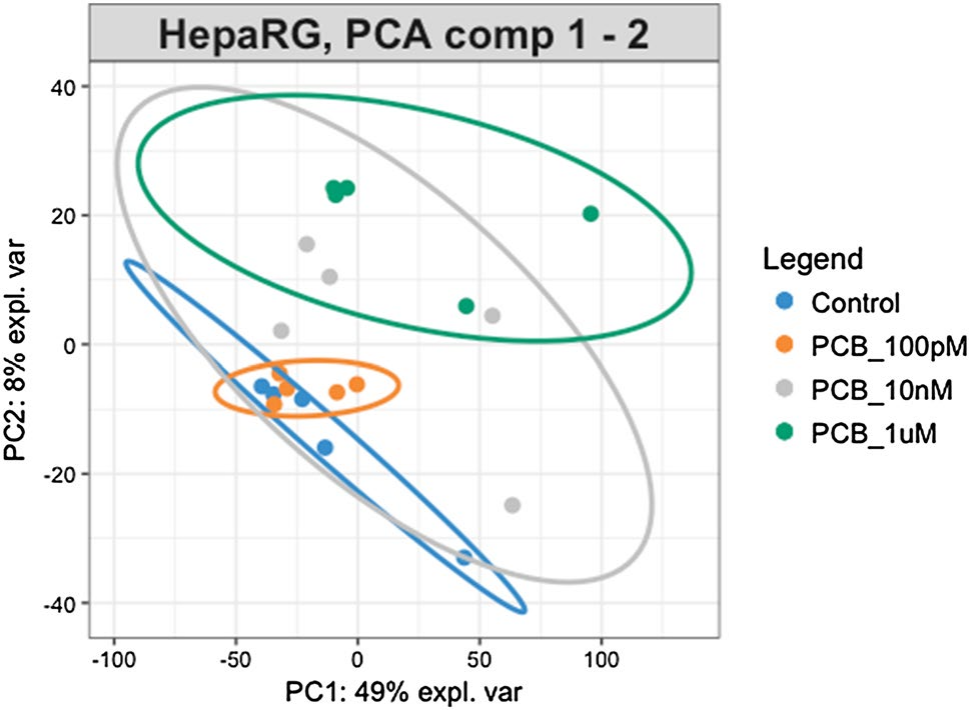
Principal component analysis of transcriptome profile alterations provoked by exposure of HepaRG cells to PCB 126. Transcript abundances were assessed using Stringtie. The PCA was performed using log2 transformed FPKM measurements of transcripts across samples assessed with Ballgown. The groups become more clustered as the dose of PCB 126 increases. The 95% confidence regions are displayed by ellipses

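The distance of each library from the centre of its group on the first 2 components was measured. The mean distance was 35.8 ± 34.1 (SD, n = 5) in the control group, 17.9 ± 7.16 (SD, n = 5) at 100 pM, 64.6 ± 21.9 (SD, n = 5) at 10 nM and 72.0 ± 39.1 (SD, n = 5) at 1 µM. The distance rose with the dose step (Spearman rho = 0.551, permutation test over 20 libraries, p = 0.0146; Pearson r = 0.518, p = 0.0181). Without the 5 libraries with more than 30% of multiply aligned read pairs, rho was -0.0037 (permutation test, p = 0.992).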

**Fig. 6:**
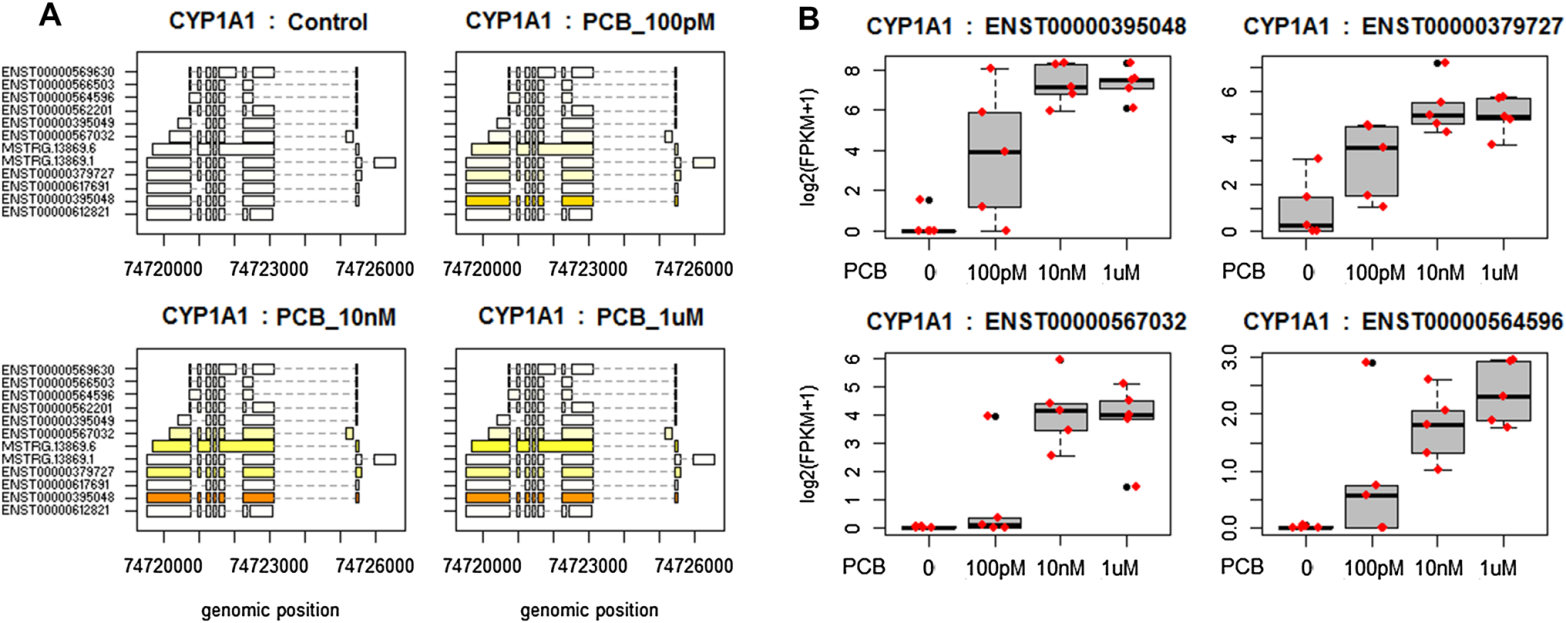
Differential *CYP1A1* expression analysis using RNA-seq in HepaRG cells exposed to three concentrations of PCB 126. **a** Structure and expression levels of 12 distinct isoforms of *CYP1A1* across the different treatment groups. Differences in expression levels are displayed in varying shades of yellow. The ENST00000395048 isoform of *CYP1A1* is expressed at a much higher level than the others, as indicated by the dark orange color. **b** FPKM distributions of four *CYP1A1* transcripts displayed as box-and-whiskers plots. All four isoforms have their expression significantly altered (*q* < 0.05) by exposure to PCB 126 as measured by a standard linear model-based comparison in Ballgown

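ENST00000395048 lies on chromosome 15 from 74719542 to 74725536 and has 7 exons. Its FPKM was 0.389 ± 0.871 (SD, n = 5) in the control group, 68.3 ± 114 (SD, n = 5) at 100 pM, 187 ± 117 (SD, n = 5) at 10 nM and 177 ± 90.6 (SD, n = 5) at 1 µM. In the control group it was listed at 0 in 4 libraries and at 1.95 in replicate 2. The log2 fold change was 6.98 (standard error 1.03, adjusted p = 0.00816) at 10 nM and 7.00 (standard error 1.03, adjusted p = 0.00157) at 1 µM in limma with Benjamini-Hochberg adjustment. The levels at 10 nM and 1 µM differed by less than the spread between libraries. Among the transcripts that carry the gene's name, ENST00000379727 came second at 10 nM, with 52.3 ± 53.3 (SD, n = 5). ENST00000379727 was above ENST00000395048 in replicate 5 of the 10 nM group (146 against 140), in replicates 2, 3 and 4 of the 100 pM group (21.8 against 14.0, 1.90 against 1.31 and 1.07 against 0) and in replicates 1 and 3 of the control group (7.65 and 0.175 against 0).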

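Of the genes named in the gene-annotation and integration results of the paper, 32 were examined. Summed per gene, 16 of them had an adjusted p under 0.05 at 1 µM over all 9755 genes tested (limma with Benjamini-Hochberg adjustment), 8 higher and 8 lower than in the control group. Adjusted over the 32 genes alone, which were named by the paper from these data, 26 passed. At 10 nM, 6 of the 32 passed over all genes. The number at 1 µM depended on the setting. With 75th-percentile scaling, UGT1A3, FUCA1, LUM, MMP2, PRKCA, LPL and the HIST1 genes named by the paper passed as well. With the ordinary model and a library-size term, CHSY1, GALNT5, H2AFV and CDKN1B were added to these. No gene dropped out in either setting. With the most abundant transcript of each gene in place of the sum, tested among transcripts, 6 dropped out. The median log2 fold change of all genes at 1 µM was -0.26, against -0.12 after 75th-percentile scaling and -0.01 after quantile normalization, so changes are to be read relative to this shift.

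**Figure D3:**
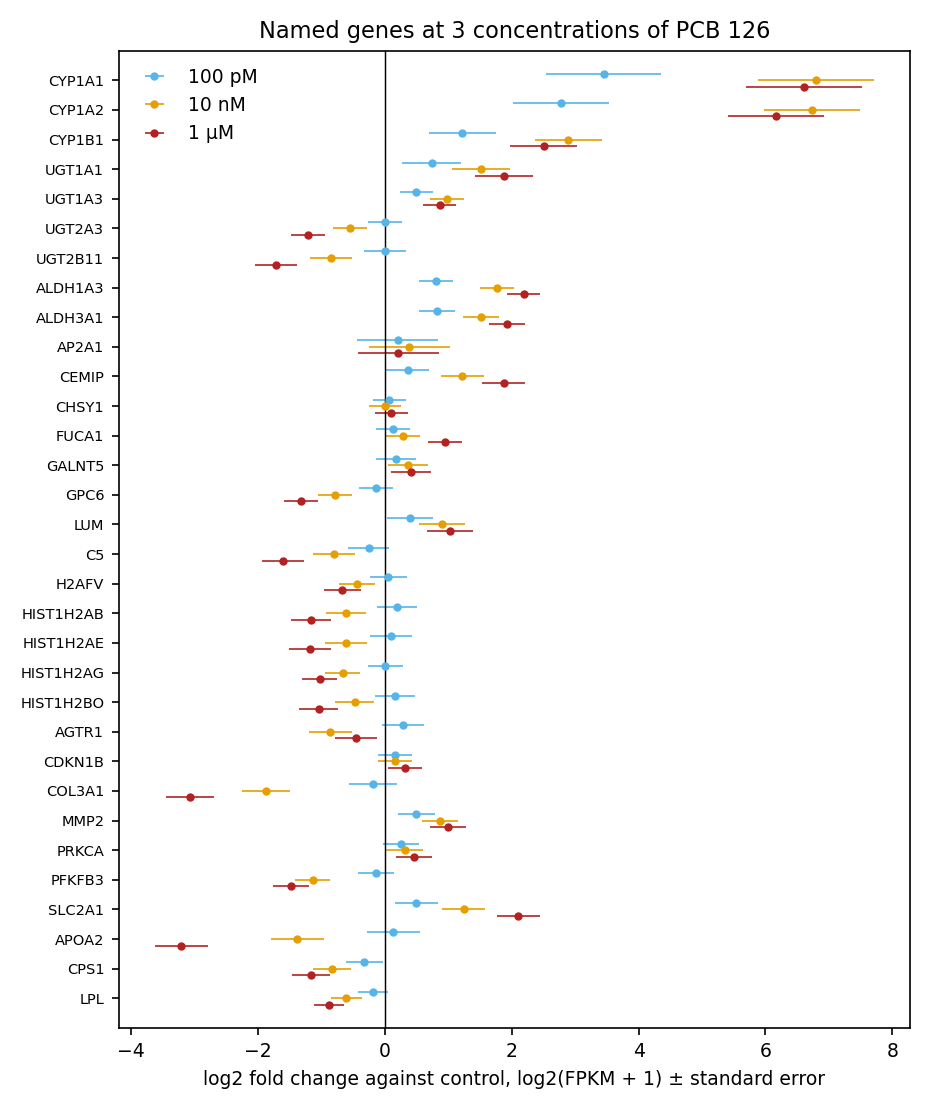
log2 fold change against the control group on the log2(FPKM + 1) scale (horizontal axis) of 32 genes named by the paper (vertical axis) at 100 pM, 10 nM and 1 µM PCB 126, n = 5 libraries per group. Points are estimates of limma and bars are their standard errors; CYP1A1 and CYP1A2 rise furthest, and COL3A1 and APOA2 fall furthest.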

We then performed a gene-annotation enrichment analysis to determine the biological processes affected by the exposure to PCB 126 (Fig. 7, Supplementary File 3). 

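CYP1A1, CYP1A2 and CYP1B1 encode cytochromes P450, and UGT1A1, UGT1A3, UGT2A3 and UGT2B11 encode UDP glucuronosyltransferases. The FPKM of CYP1A1, summed over the transcripts that carry its name, was 2.33 ± 3.40 (SD, n = 5) in the control group and 235 ± 108 (SD, n = 5) at 1 µM. Its log2 fold change was 6.61 (standard error 0.91, adjusted p = 7.44e-05 from limma with Benjamini-Hochberg adjustment). CYP1A2 (chromosome 15, 74748844 to 74756202) rose from 0.982 ± 0.606 (SD, n = 5) to 154 ± 75.8 (SD, n = 5), with a log2 fold change of 6.16 (standard error 0.76, adjusted p = 2.29e-05). CYP1B1 (chromosome 2, 38066973 to 38109902) rose from 14.4 ± 6.65 (SD, n = 5) to 107 ± 86.2 (SD, n = 5), with a log2 fold change of 2.51 (standard error 0.53, adjusted p = 0.00797). These sums leave out assembled transcripts without a gene name. At 1 µM, the assembled transcript with 5 exons at the CYP1A1 locus had 62.7 ± 32.4 (SD, n = 5). An assembled transcript that overlaps CYP1B1 had 94.2 ± 90.4 (SD, n = 5). UGT1A1 rose by 1.88 on the log2 scale (standard error 0.46, adjusted p = 0.0276), and UGT1A3 by 0.86 (standard error 0.27, adjusted p = 0.102). UGT1A1 and UGT1A3 share exons at their 3′ end, which extend to 233773299 of chromosome 2 in both, so read pairs there can be assigned to either. UGT2A3 fell by 1.20 on the log2 scale at 1 µM (standard error 0.27, adjusted p = 0.0136) and UGT2B11 fell by 1.70 (standard error 0.33, adjusted p = 0.0043), and all 5 libraries at 1 µM lay below all 5 control libraries for both. At 10 nM, the 3 cytochromes P450 had adjusted p values of 0.000411, 3.27e-05 and 0.00841 in the same order. From the enrichment of such genes, the paper concludes that xenobiotic metabolism by dioxin-like compounds was activated.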

Unsurprisingly, the most important networks affected by PCB 126 were related to the metabolism of xenobiotics by P450 cytochromes (CYP1A1, CYP1A2, CYP1B1) and UDP glucuronosyltransferase (UGT1A1, UGT1A3, UGT2A3, UGT2B11), both being well-known PCB metabolic pathways. In addition, the activity of the aldehyde dehydrogenases (ALDH1A3, ALDH3A1), which catalyze oxidation of aromatic aldehydes produced by-products of mono-oxygenation reactions, were also upregulated. These are all hallmarks of an activation of xenobiotic metabolism by dioxin-like compounds (Grimm et al. 2015). However, surprisingly genes involved in the glycosaminoglycan metabolic process were the most enriched category (*AP2A1, CEMIP, CHSY1, FUCA1, GALNT5, GPC6, LUM*). This can reflect an increase in glucuronidation metabolism as the UGT group of enzymes are central players in glycosylation processes. 

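ALDH1A3 (chromosome 15, 100877714 to 100916626) rose from an FPKM of 0.635 ± 0.352 (SD, n = 5) in the control group to 1.86 ± 0.66 at 100 pM, 4.74 ± 1.74 at 10 nM and 6.48 ± 1.72 at 1 µM (SD, n = 5 each). Its log2 fold change at 1 µM was 2.19 (standard error 0.27, adjusted p = 2.29e-05 from limma with Benjamini-Hochberg adjustment). ALDH3A1 (chromosome 17, 19737984 to 19748943) rose from 121 ± 37.5 (SD, n = 5) to 211 ± 61.3, 347 ± 105 and 446 ± 82.7 (SD, n = 5 each), with a log2 fold change of 1.93 (standard error 0.28, adjusted p = 0.000173) at 1 µM. At 100 pM, unadjusted exact permutation tests gave p = 0.0159 for ALDH1A3 and p = 0.00794 for ALDH3A1, while the adjusted p over all genes was 1 for both. These values are RNA levels, and enzyme activity was not measured.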

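Of the 7 genes, CEMIP and GPC6 passed the threshold at 1 µM over all genes with the main settings. CEMIP rose from an FPKM of 13.1 ± 4.18 (SD, n = 5) in the control group to 51.0 ± 16.3 (SD, n = 5) at 1 µM, a log2 fold change of 1.88 (standard error 0.34, adjusted p = 0.00245 from limma with Benjamini-Hochberg adjustment). GPC6 fell from 7.77 ± 1.77 (SD, n = 5) to 2.58 ± 0.991 (SD, n = 5), a log2 fold change of -1.32 (standard error 0.27, adjusted p = 0.00669). FUCA1 rose by 0.95 on the log2 scale (adjusted p = 0.0677), with all 5 libraries at 1 µM above all control libraries. LUM rose by 1.03 (adjusted p = 0.18) and GALNT5 by 0.42 (adjusted p = 0.545), with 4 of the 5 libraries at 1 µM above the control mean for each. In the ordinary model with a library-size term, FUCA1, LUM and GALNT5 passed (adjusted p = 0.000719, 0.000677 and 0.000916). Under 75th-percentile scaling in limma, FUCA1 (adjusted p = 4.65e-05) and LUM (0.00714) passed and GALNT5 (0.102) did not. None of them passed in the ordinary model without that term. AP2A1 and CHSY1 did not differ from the control group by more than the spread between libraries, with log2 fold changes of 0.21 (standard error 0.64) and 0.11 (standard error 0.25), although CHSY1 passed the threshold under 3 of the alternatives. The sign of AP2A1 was negative for its most abundant transcript taken alone. Another, ENST00000593788, rose by 0.86 (standard error 0.36) and passed across the groups in the ordinary model with a library-size term. Adjusted over the 7 genes alone, 4 passed at 1 µM.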

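C5 encodes a complement component, and H2AFV, HIST1H2AB, HIST1H2AE, HIST1H2AG and HIST1H2BO encode histones. All 6 genes were lower at 1 µM than in the control group. C5 fell from an FPKM of 52.5 ± 9.45 (SD, n = 5) to 18.1 ± 7.67 (SD, n = 5), a log2 fold change of -1.603 (standard error 0.33, adjusted p = 0.00641 from limma with Benjamini-Hochberg adjustment). The 4 HIST1 genes, on chromosome 6, fell by 1.16, 1.18, 1.02 and 1.04 on the log2 scale in the order given, with adjusted p values of 0.0537, 0.0661, 0.0505 and 0.0886 over all genes. HIST1H2AE, for example, had an FPKM of 46.7 ± 19.3 (SD, n = 5) in the control group, 48.7 ± 12.7 (SD, n = 5) at 100 pM and 19.4 ± 5.58 (SD, n = 5) at 1 µM. H2AFV fell by 0.67 (adjusted p = 0.305). Adjusted over these 6 genes alone, all 6 passed at 1 µM. Over the 18 libraries with known alignment, the mean log2 fold change of the 4 HIST1 genes was -1.03, and with the percentage of multiply aligned read pairs as a covariate it was -0.868. Histone genes of this cluster have nearly identical copies, and read pairs may have been divided between them. From the enrichment of these genes, the paper proposes a link between PCB 126 and systemic lupus erythematosus.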

Perhaps one of the most surprising enriched pathways were the systemic lupus erythematosus (SLE) KEGG pathway containing histone genes (*C5, H2AFV, HIST1H2AB, HIST1H2AE, HIST1H2AG, HIST1H2BO*). 

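Of AGTR1, CDKN1B, COL3A1, MMP2 and PRKCA, COL3A1 passed the threshold at 1 µM over all genes with the main settings. Summed over its transcripts, the FPKM of COL3A1 fell from 12.5 ± 3.63 (SD, n = 5) in the control group to 3.30 ± 2.89 (SD, n = 5) at 10 nM and 0.576 ± 0.274 (SD, n = 5) at 1 µM. Its log2 fold change at 1 µM was -3.07 (standard error 0.38, adjusted p = 2.29e-05 from limma with Benjamini-Hochberg adjustment). MMP2 rose from 7.63 ± 1.92 (SD, n = 5) to 16.6 ± 5.38 (SD, n = 5) at 1 µM, a log2 fold change of 1.00 (standard error 0.29, adjusted p = 0.0685), with no overlap between the groups. PRKCA rose by 0.47 (adjusted p = 0.477) and CDKN1B by 0.31 (adjusted p = 0.591). In the ordinary model with a library-size term, MMP2, PRKCA and CDKN1B passed (adjusted p = 0.000283, 0.00037 and 0.00148). Under 75th-percentile scaling in limma, MMP2 (adjusted p = 0.000372) and PRKCA (0.0384) passed and CDKN1B (0.0573) did not. None of them passed in the ordinary model without that term. The gene-level sum of AGTR1 fell by 0.45 (adjusted p = 0.542), and 1 of its transcripts passed the threshold across the 4 groups.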

The genes for the AGE-RAGE signalling pathway associated with diabetic complications (*AGTR1, CDKN1B, COL3A1, MMP2, PRKCA, SERPINE1*) were also enriched. 

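The gene-annotation results of Supplementary File 3 place PFKFB3 and SLC2A1 in the HIF-1 pathway. PFKFB3, which encodes a regulator of glycolysis, fell from an FPKM of 25.2 ± 6.54 (SD, n = 5) in the control group to 8.31 ± 1.58 (SD, n = 5) at 1 µM, a log2 fold change of -1.48 (standard error 0.28, adjusted p = 0.00355 from limma with Benjamini-Hochberg adjustment). SLC2A1, which encodes a glucose transporter, rose from 9.25 ± 3.93 (SD, n = 5) to 40.98 ± 10.13 (SD, n = 5), a log2 fold change of 2.11 (standard error 0.34, adjusted p = 0.000618). Both differences were larger than the spread between libraries, with no overlap of the 5 libraries at 1 µM and the 5 controls.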

The same genes are found in the HIF-1 signalling pathway, which was also enriched. Taken together, these results point to a role of hypoxia in the toxic effects generated by the exposure to PCB 126.

**Fig. 7:**
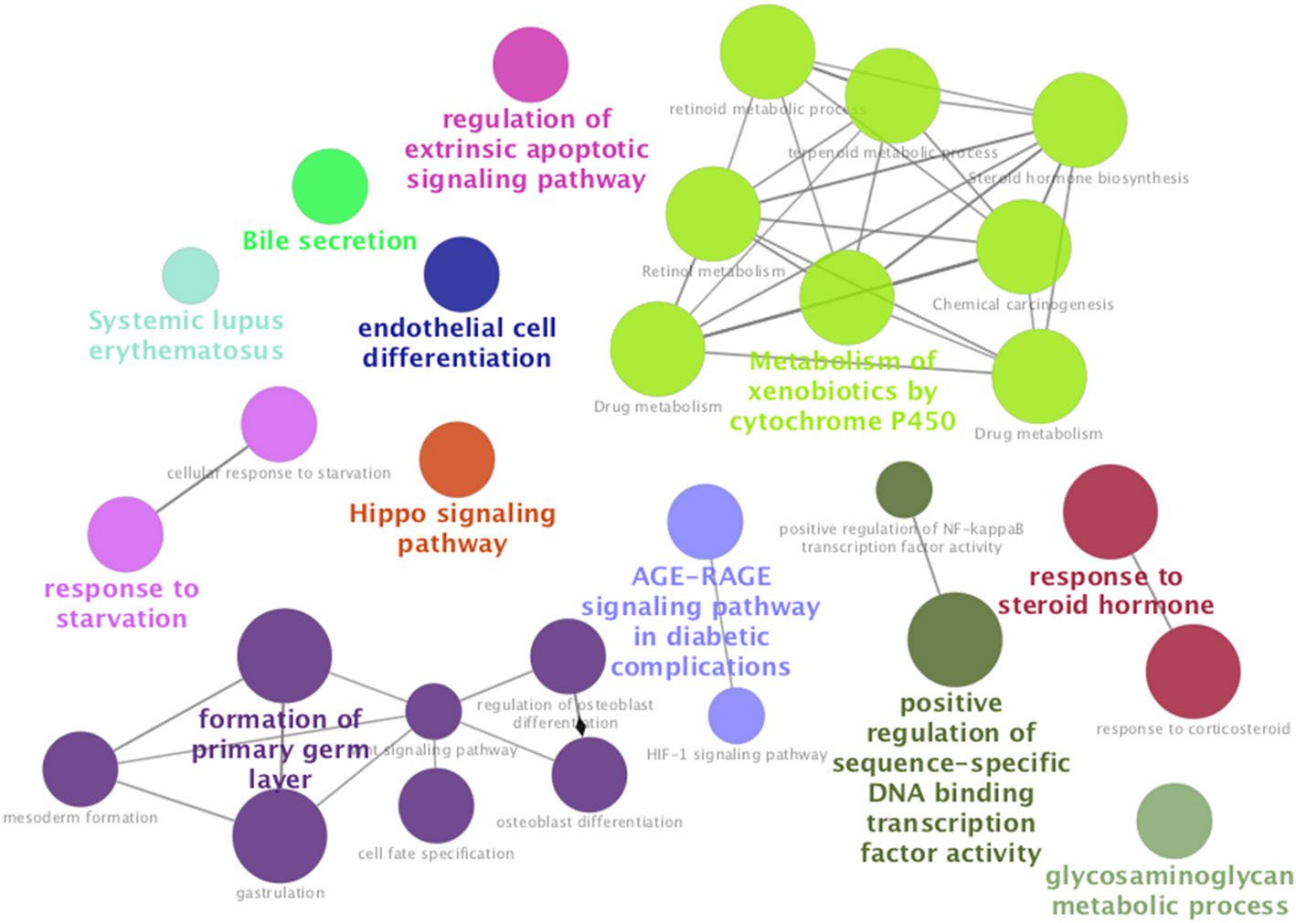
Pathway enrichment analysis in the transcriptome of HepaRG cells exposed to PCB 126 shows an activation of xenobiotic metabolism by dioxin-like compounds. Gene functions were studied using ClueGO and CluePedia plugins in Cytoscape (version 3.5.1). The analysis was conducted using a two-sided hypergeometric test for enrichment using a *p* value threshold of 0.05 after its adjustment by the Benjamini–Hochberg procedure

We then integrated the results from the transcriptome and the metabolome by performing a sPLS analysis, with two components being sufficient to model the data (Q2 of 0.1 and 0.17). The performance of the sPLS analysis was weak because of the relatively small number of samples. However, the different groups were well separated (Fig. 8a), with the samples from the two highest concentrations of PCB 126 treatments being clustered together and separate from the control and the lowest dose samples. We then investigated the correlation between variables (Fig. 8b, c). Sphingolipids and polyunsaturated fatty acids (PUFA) were negatively and positively correlated, respectively, with the expression of genes involved in triglyceride metabolism (such as *APOA2, CPS1, HMGCS2, LPL*). That is, the decrease in PUFA levels, as well as the increase in sphingolipid levels, is concomitant to a decrease in the activity of genes involved in lipid metabolism.

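APOA2 encodes an apolipoprotein, CPS1 a carbamoyl phosphate synthase and LPL lipoprotein lipase. All 3 genes were lower at 1 µM, and for each gene the 5 libraries at 1 µM lay below all 5 control libraries (exact permutation tests, p = 0.00794 each). APOA2 fell from an FPKM of 35.8 ± 8.86 (SD, n = 5) to 3.09 ± 1.25 (SD, n = 5), a log2 fold change of -3.20 (standard error 0.42, adjusted p = 4.42e-05 from limma with Benjamini-Hochberg adjustment). Replicate 1 of the control group, at 20.8, was far below the other control libraries for APOA2. CPS1 fell from 6.64 ± 2.58 (SD, n = 5) to 2.42 ± 0.984 (SD, n = 5), a log2 fold change of -1.16 (standard error 0.30, adjusted p = 0.0385). LPL fell from 6.56 ± 1.22 (SD, n = 5) to 3.17 ± 0.977 (SD, n = 5), a log2 fold change of -0.88 (standard error 0.24, adjusted p = 0.0542). The side of the threshold for CPS1 and LPL depended on the setting. With a pseudocount of 0.1, the adjusted p was 0.0505 for CPS1 and 0.0473 for LPL in limma. In the ordinary model it was 0.0724 and 0.0364, and with a library-size term 0.00816 and 0.000283. Under 75th-percentile scaling in limma it was 0.0048 and 0.000914. The fall was not limited to genes of lipid metabolism. Of the 117 transcripts past the threshold at 1 µM, 65 were higher and 52 lower. Among the lower ones, ENST00000295897 of ALB fell from an FPKM of 10920 ± 1438 to 3394 ± 1590 (SD, n = 5 each). ENST00000265983 of HPX fell from 231 ± 59.6 to 70.8 ± 19.9 (SD, n = 5 each). At 100 pM, the unpaired comparison with the control group gave unadjusted exact permutation p values of 0.722, 0.286 and 0.222 for APOA2, CPS1 and LPL. The metabolome samples carry no label that pairs them with the RNA libraries, so the correlation with metabolite levels was not computed here. The paper concludes that the fall in PUFA and the rise in sphingolipids go together with lower activity of genes of lipid metabolism.

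**Figure D4:**
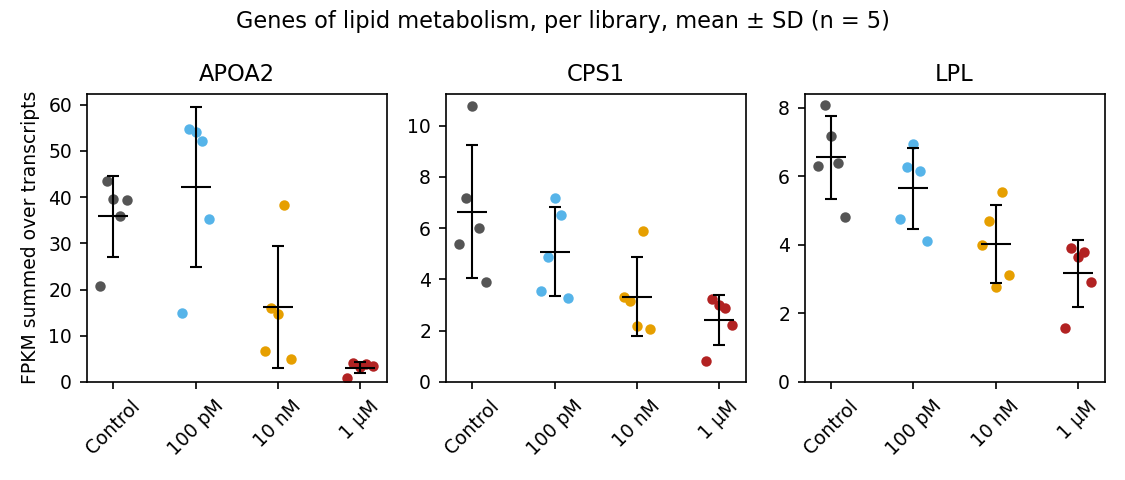
FPKM summed over the transcripts of APOA2, CPS1 and LPL (vertical axes, each from 0) in the 5 libraries of each group (horizontal axes). Points are libraries, horizontal marks are means and bars are ± 1 SD; the 5 points at 1 µM lie below all 5 control points in each plot.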

**Fig. 8:**
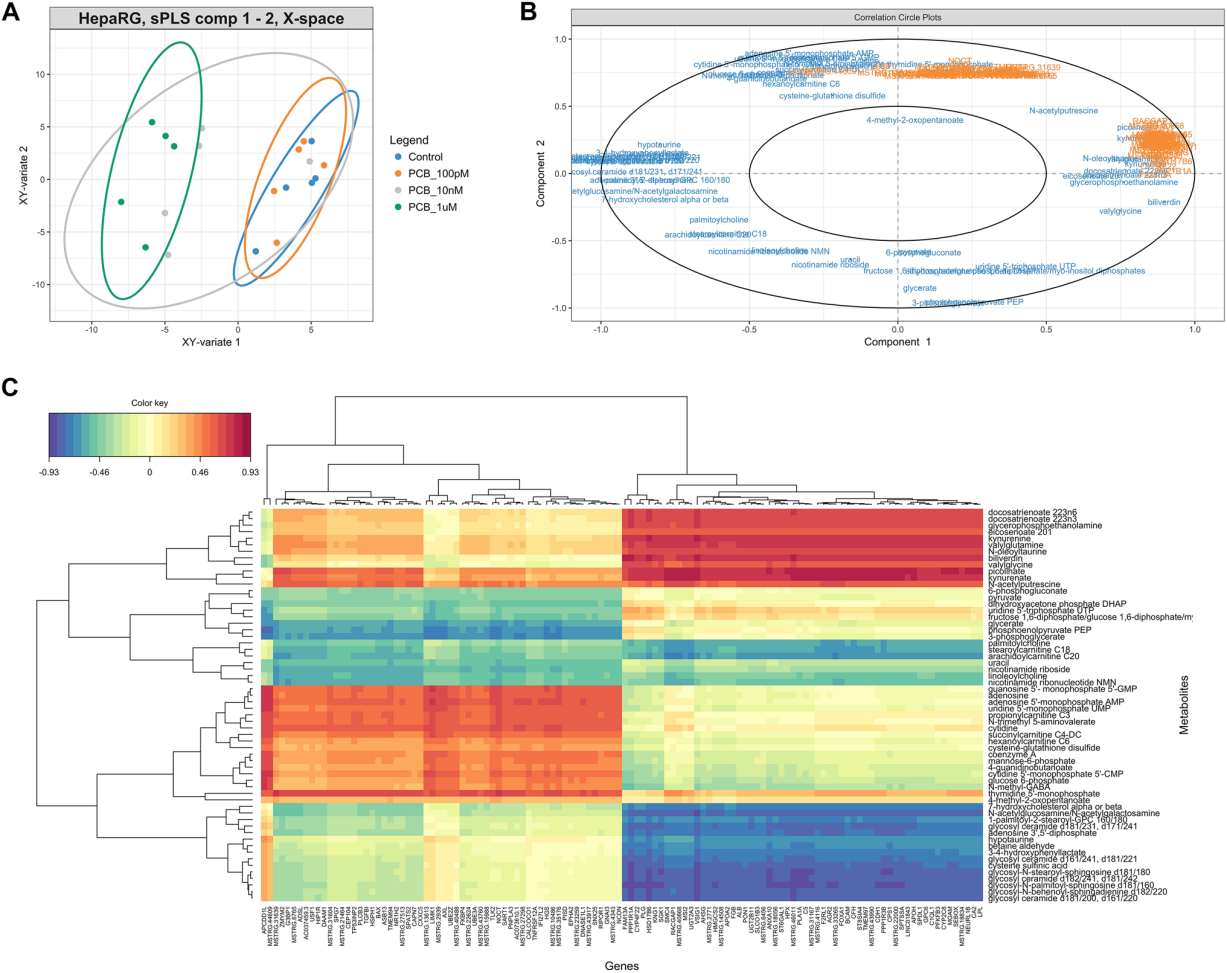
Sparse partial least squares regression (sPLS) integration of the metabolome and transcriptome profiles of HepaRG cells exposed to PCB 126 shows that alteration in sphingolipid levels is concomitant to a decrease in the activity of genes involved in lipid metabolism. **a** Individual plots displaying the covariance between the metabolome and the transcriptome datasets. **b** The variables selected by the sPLS are projected on a correlation circle plot to display the clusters of correlated variables. In this plot, the angle defined by the coordinates of the variables on the axis defined by the components give an indication on the nature of the correlation. If the angle is sharp and the variables cluster together, the correlation is positive. If the angle is obtuse and the variables are not clustered together, the variables are negatively correlated. Perpendicular angles represent uncorrelated variables. **c** A clustered image map visualizes correlations between the metabolites and the genes by a color gradient on a two-dimensional colored image. The negatively correlated variables (blue) are represented along the positively correlated variables (red). Dendrograms are added to represent the clusters produced by the hierarchical clustering

## Discussion

With the steadily increasing number of synthetic chemicals being released in the environment, the ability to use human cell lines to evaluate toxicity of pollutants and move away from more time-consuming and expensive risk assessment based on in vivo animal experiments, has become one of the challenges of the twenty-first century (Hartung 2009). We present here an in-depth investigation of the toxic effects of the PCB 126, a model chemical for the induction of TAFLD, on the transcriptome and metabolome of human liver HepaRG cells (Merrick et al. 2015; Mueller et al. 2014). We envisage that our investigation would be particularly useful for the establishment of high-throughput assays using the HepaRG cell line, which has been found to be a good model system to predict the results of acute and repeated dose toxicity (Mueller et al. 2014) and to study human xenobiotic metabolism (Guillouzo et al. 2007). HepaRG is one of the best characterized liver cell lines. The most recent application of metabolomics analytical methods on HepaRG cells reported coverage of 2200 metabolites (Cuykx et al. 2017). HepaRG cells are also metabolically competent and more stable than other hepatic cell lines, producing more reproducible data than primary human hepatocytes (Guillouzo et al. 2007). They are thus a reliable system to obtain information on networks of pathways adversely affected by pollutants that could lead to hepatic steatosis (Angrish et al. 2017).

Our study provides interesting insights into the development of sensitive biomarkers for TASH development. The most significant effect of PCB 126 exposure was a decrease in free long-chain fatty acids (LCFAs) and PUFAs. Our results show that docosatrienoate 22:3n3 and 22:3n6 are the most sensitive biomarkers of lipid metabolism disturbances in HepaRG cells (Fig. 1). This is in accord with the results obtained from a birth cohort from a fishing community that linked a high seafood intake, and thus high PCB exposure, to alterations in lipid profiles (Grandjean and Weihe 2003). Other experimental studies suggest that PCBs may affect the utilization of PUFAs by inhibition of Δ5- and Δ6-desaturation (Matsusue et al. 1999). Such enzyme inhibition in fishing communities lead to deficient formation of arachidonic acid from its precursor, linoleic acid, attenuating the beneficial effects of essential lipids contained in seafood (Grandjean and Weihe 2003).

The analysis of gene expression profiles revealed alterations in pathways reflecting PCB-induced metabolic diseases such as the activation of xenobiotic metabolism by dioxin-like compounds. This can guide the development of gene expression biomarkers, which have been advocated by the US Environmental Protection Agency (EPA) as promising tools to reduce the cost and time of toxicity testing (EPA 2015), such as for the detection of potential EDCs acting as estrogen receptor agonists (Mesnage et al. 2017). Other projects have implemented online tools to provide an easy access to gene expression signatures allowing the detection of novel associations between genes, diseases and drugs (Wang et al. 2016). We provide here putative biomarkers of metabolic disturbances induced by PCB 126, which are known to correlate with the mechanisms by which this class of pollutants induce TASH (Al-Eryani et al. 2015). The expected hallmarks of an activation of xenobiotic metabolism by dioxin-like compounds were detected in the molecular profiles of HepaRG cells exposed to the PCB 126 (Fig. 7). A limitation of this study is that the changes induced by the PCB 126 were measured at a late time point and may not reflect the first wave of transcriptional changes induced by this compound.

Other pathways altered in our study correlate with other less well-known health effects of PCB compounds. For instance, the SLE KEGG pathway was one of the most altered. This in all likelihood is not coincidental as the exposure to PCBs has been linked to an increased incidence of SLE (Kamen 2014). Histone gene expression was the most disturbed of the SLE pathways in our study (Supplementary Material 3). This correlates with the fact that patients with SLE often carry anti-histone antibodies (Sun et al. 2008). A link with SLE is further corroborated by laboratory experiments showing that docosahexaenoic acid consumption attenuates the autoimmune response in a mouse model of SLE (Bates et al. 2016). Another autoimmune disease observed with higher levels of PCB and organochlorine pesticide residue exposure is amyotrophic lateral sclerosis (ALS), which was detected in a case–control study measuring chemical pollutants in the cerebrospinal fluid of 38 ALS patients and 38 control individuals (Vinceti et al. 2017). It may be argued that the detection of this gene expression signature in a hepatic cell line is of no direct relevance to SLE. This signature could be an artefact due to the limitations of gene ontology analysis, which could give different results depending on the software, its parameters, and the nucleic acid sequencing technology employed (Timmons et al. 2015). However, comparable responses have been found in other cell types equipped with AhR signalling (Vorrink et al. 2014). Another category of genes whose levels we found altered were those involved in the glycosaminoglycan metabolic process. This correlates with findings obtained from the analysis of the gene ontology enrichment in peripheral blood mononuclear cells of children chronically exposed to PCBs (Dutta et al. 2012). Generally, it is not surprising that we found alterations in gene expression pathways related to neurological processes since PCBs are known neurotoxic compounds with a gene–environment interaction capability (Docea et al. 2017; Ribas-Fito et al. 2001).

Our study also provides mechanistic insights into perturbations provoked by very low environmental concentrations of PCB 126. Although the exposure to persistent organic pollutants such as PCBs is decreasing over time as they are progressively being banned, they are still found in human tissue at levels capable of causing pathologies. PCB 126 was found at concentrations of 209 and 80.4 ng/kg in the breast milk of Inuit and Caucasian women, respectively, in a survey performed in 1989–1990 (Dewailly et al. 1994). The analysis of the National Health and Nutrition Examination Survey (NHANES) data (1999–2002) reveals associations between PCB serum levels and adverse cognitive effects in older US adults (Przybyla et al. 2017). In more recent biomonitoring surveys, PCB 126 was found at a mean concentration of 6.5 μg/L in umbilical cord serum of populations living near waste dump sites in Italy (Grumetto et al. 2015).

Although our study provides extensive insight into the mechanisms of toxicity of a single molecule, the human population is never exposed to single compounds but to complex mixtures (Hernandez et al. 2013). These complex effects cannot be assessed within the current research framework and new methodologies are urgently needed (Tsatsakis et al. 2017). It is generally considered that the effects of chemical mixtures that act as AhR agonists can be approximately deduced using additive mathematical models (Brenerova et al. 2016). Although it can be assumed that the effects detected in this study may not be specific to PCB 126 but generalizable to other AhR agonists, it should be noted that some non-dioxin-like PCB congeners cause non-additive effects by altering AhR activation by PCB mixtures (Brenerova et al. 2016).

The transcriptome and metabolome signatures that we have identified in response to PCB 126 in HepaRG cells are likely to be similar to what occurs in cases of NAFLD caused by other factors. It is known from metabolome profiles that hepatic PUFAs are lower in NAFLD patients (Arendt et al. 2015). This suggests that the exposure to environmental pollutants could also be an aggravating factor in the development of NAFLD, amplifying the effects of over-nutrition or a sedentary lifestyle. It has been proposed that PCB exposure can act as a second hit in NAFLD, driving progression of steatosis to NASH as has been found in laboratory animals exposed to PCB and a high-fat diet (Wahlang et al. 2014).

## Conclusion

Although it is recognized that occupational exposures to chemical pollutants can lead to NAFLD, there is limited information available regarding the mechanism by which typical environmental levels of exposure can contribute to the onset of this disease. 

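At 100 pM, 0 of the 9755 genes had an adjusted p under 0.05 against the control group (limma with Benjamini-Hochberg adjustment), and 116 had an unadjusted p under 0.05. None of the 32 named genes examined passed over all genes, with an adjusted p of 1 for each. No adjustment over the 32 genes alone was made at 100 pM. Some known targets of the aryl hydrocarbon receptor were higher before adjustment. CYP1A1 was at 86.2 ± 133 (SD, n = 5) at 100 pM, a log2 fold change of 3.45 (standard error 0.91; exact permutation test, p = 0.0556). CYP1A2 had an FPKM of 48.0 ± 89.9 (SD, n = 5) at 100 pM, with values of 208 in replicate 5 and between 1.85 and 15.9 in the other 4 libraries, all above the 5 control libraries (exact permutation test, p = 0.00794). CYP1B1 was at 34.1 ± 12.4 (SD, n = 5) at 100 pM, a log2 fold change of 1.22 (standard error 0.53; exact permutation test, p = 0.0159).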

Importantly, the alterations in metabolome and transcriptome profiles in response to PCB 126 were observed even at the lowest concentration (100 pM) tested corresponding to what may be found in humans. Overall, our integrated multi-omics analysis provides mechanistic insight into how this class of chemical pollutant can cause NAFLD as demonstrated in other studies (Al-Eryani et al. 2015). In addition, we confirm the HepaRG cell line as a reliable model for molecular profiling investigations of TAFLD. Metabolome profiling reveals docosatrienoate levels as the most reliable marker of the exposure to PCB 126. Hallmarks of activation of the AhR receptor by dioxin-like compounds were detected in the transcriptome profiles. Our study provides the foundation for the development of molecular signatures of fatty liver diseases to rapidly assess chronic toxic effects from exposure to compounds having a direct effect on the liver in a reliable hepatotoxicity model system. The availability of such an in vitro model system will lessen the burden of chemical risk assessment based on in vivo animal experiments.

## Electronic supplementary material

Below is the link to the electronic supplementary material.

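The summary lists 40 alignments made with HISAT2, of which 38 carry the name of a library. The 40 libraries are the 20 of the PCB 126 experiment and 20 more exposed to glyphosate or Roundup. For each, the summary gives the number of read pairs and the percentage of pairs that aligned to the genome concordantly once, concordantly more than once, or otherwise. The percentage aligned concordantly more than once had a median of 21.2 in the control group (17.98 to 38.95, n = 4 named libraries), 21.5 at 100 pM (15.65 to 25.63, n = 4), 24.8 at 10 nM (14.77 to 45.66, n = 5) and 22.4 at 1 µM (19.15 to 42.05, n = 5). It was above 30 in 9 of the 38 named libraries. Pairs that align more than once are harder to assign to a transcript.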

Summary of RNA-seq alignment files.

Box plot of transcriptome changes associated with the exposure to PCB 126 in HepaRG cells. All the transcript displayed have their levels significantly altered (q < 0.05). 

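A trend over the 4 dose steps was tested for each of the filtered transcripts in limma, with the step coded from 0 to 3. The adjusted p of the trend was under 0.05 for 180 transcripts (Benjamini-Hochberg adjustment), 79 rising and 101 falling, and 2617 had an unadjusted p under 0.05. The smallest adjusted p was 2.28e-05. Among the 24 transcripts with the smallest p across the groups, the means of log2 values rose or fell at every step in 19. A pseudocount of 0.1 selects its own list of 24 transcripts, and the medians rose or fell at every step in 13 of that list.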

Most of the changes caused by the PCB treatment were dose dependent.

Gene ontology analysis performed with ClueGO. 

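Each line of the gene-annotation table is a GO or KEGG term with the altered genes that belong to it and an enrichment p computed by the authors with ClueGO. It holds 39 terms and 95 different genes. Of these 95 genes, 18 had a transcript with an adjusted p under 0.05 across the 4 groups in limma with Benjamini-Hochberg adjustment, whose list holds 59 gene names in all. With an ordinary linear model that includes a library-size term, all 95 had such a transcript, out of 224 gene names. The enrichment itself was not computed again here, since the members of each term outside the altered genes are not given in the table.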

Functional implications of the alteration in gene expression profiles were analyzed using ClueGO (Bindea et al., 2009) and CluePedia plugins in Cytoscape (version 3.5.1). The GO biological process database (23.02.2017) and the KEGG annotation database (01.03.2017) were used. The analysis was conducted using a two-sided hypergeometric test for enrichment using a *p* value threshold of 0.05 after its adjustment by the Benjamini-Hochberg procedure. GO term fusion was employed to integrate GO categories, minimize the output, and create a functionally organized GO category network. Our network displayed GO terms found in the levels 5-10 of the GO hierarchy, in order to avoid meaningless high-level hierarchy terms.

Abundance values for the different metabolites measured in HepaRG liver cells exposed to PCB 126. Raw data were extracted, peak-identified and QC processed using Metabolon Inc.’s hardware and software. Peaks were quantified using the area-under-the-curve method. 

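The table gives the area of each metabolite's peak in 20 samples, 5 per group, for 802 metabolites, together with the Bradford protein value of each sample, which lay between 6.223 and 11.213. A peak area is proportional to the amount of one metabolite and cannot be compared between metabolites. Here each area was divided by the protein value, and a missing area was first replaced with 5076, which is the smallest positive area of the whole table divided by 2. The methods of the paper can be read as this or as the minimum of each metabolite. For glycosyl ceramide (d18:1/23:1, d17:1/24:1), the mean at 1 µM was 13.3-fold that of the control group (exact permutation test of 5 samples against 5, p = 0.00794), and 3 of the 5 control samples had no measured area. It was 9.46-fold with missing areas replaced from the metabolite's own minimum. The paper's reported value is 13.2. At 100 pM, none of the 5 samples had a measured area for this ceramide. Its fold there was a decrease, -12.9 (exact permutation test, p = 0.27), or -1.84 with its own minimum, and rests on the replacement value. Docosatrienoate 22:3n3 changed by a linear fold of -1.28 at 100 pM (exact permutation test, p = 0.516) and -5.31 at 1 µM (exact permutation test, p = 0.0317), and docosatrienoate 22:3n6 by -1.63 (exact permutation test, p = 0.27) and -6.43 (exact permutation test, p = 0.0159), where a negative fold is a decrease. At 1 µM, 4 of the 5 samples had no measured area for either docosatrienoate, so these folds depend on the replacement value and on the remaining sample. The area per protein there was 28737 ± 62653 (SD, n = 5) for 22:3n3 and 26450 ± 57538 (SD, n = 5) for 22:3n6. The log2 fold changes were -6.06 and -6.19. With each sample left out in turn, they lay between -7.59 and -5.55 for 22:3n3 and between -7.7 and -5.69 for 22:3n6. With missing areas replaced from each metabolite's own minimum, the folds at 1 µM were -3.41 and -3.56. That setting had been computed first, and the whole-table minimum, whose folds lie nearer to those of the paper, was taken in its place after these values were seen. 1-Palmitoleoylglycerol had no measured area in any sample at 1 µM, and its fold there was -258 with the whole-table minimum and -6.39 with its own minimum. Taurine rose 3.97-fold, hypotaurine 2.34-fold and cysteine sulfinic acid 2.70-fold at 1 µM (exact permutation tests, p = 0.00794 each). N-oleoyltaurine changed by a linear fold of -2.18 at 10 nM and -3.14 at 1 µM (exact permutation tests, p = 0.00794 each). The means at 100 pM differed from the control by less than the spread between samples for each of these metabolites.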

(TXT 280 KB)

Measurement of lipid accumulation in HepaRG cells treated with PCB 126. The absence of phenotypic alterations at the timepoint chosen in this study were verified using the AdipoRed assay. This assay was performed in triplicate according to manufacturer’s recommendations. (JPEG 28 KB)

How the deposited data were processed for this re-analysis (not part of the article)

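The transcriptome of HepaRG cells was measured by RNA sequencing in 40 libraries of 8 groups with 5 libraries each. The groups were the solvent control, PCB 126 at 100 pM, 10 nM and 1 µM, glyphosate at 10 µg/L, 1 mg/L and 0.1 g/L, and Roundup at 10 µg/L. The same 5 control libraries stand in the PCB 126 table and in the glyphosate table, with identical values. The condition of each library came from its label, the PCB 126 concentrations and the days of exposure came from the methods of the paper, and the glyphosate and Roundup doses from the labels only. The labels state no replicate numbers. Replicates were numbered by the 5 runs of library numbers in the labels, each of which holds 1 library of every group, and this number was used as an identifier only, apart from the fit with a replicate block.

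The authors aligned the read pairs to GRCh38 with HISAT2, assembled and quantified transcripts with StringTie and the Ensembl release 89 annotation, and deposited the FPKM of 234960 transcripts per library, that is, fragments scaled by the length of the transcript and by the mapped fragments of the library. Replicates were not pooled and no filter on abundance had been applied. Some columns hold values below 0 and were therefore treated as a score among the deposited columns: 4 such values in the PCB 126 table and 6 in the glyphosate table were set to 0. No pair of libraries held identical values. FPKM are not counts of reads, so no test for counts was used and no interval for counting error was given. The depth of 38 libraries is known from Supplementary File 1, and it ranged from 9467558 to 35623876 read pairs. The limit on precision in each group was the number of libraries, 5.

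From these values, log2(FPKM + 1) was computed for the transcripts with a variance of FPKM above 1, which were 21181 of the 177299 transcripts above 0 in at least 1 library of the PCB 126 table and 20601 in the glyphosate table. The tests were limma 3.58.1 (lmFit and eBayes) in R 4.3.3 with Benjamini-Hochberg adjustment, threshold 0.05, and all groups of a table in the same fit: an F-test across groups, each dose against the control group, and a trend over dose steps. Groups of 5 were compared for single values with 2-sided exact permutation tests over 252 splits, and correlations were tested with 100000 permutations. A dose step takes only 4 values, so no 2 libraries were farthest from its median, and each library was left out in turn instead. The PCA was centred and not scaled. Promoter positions came from GRCh38 and the GENCODE annotation. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

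The fit was first run on simulated data in 20 draws. In each, 200 transcripts were changed by 3 on the log2 scale, over residuals shuffled from the real libraries (19925 or 19926 transcripts). The test recovered a median of 89.5% of them (79.5 to 93.5), and a median of 5.99% of its calls were false (2.14 to 24.1). With independent normal residuals (16675 to 16807 transcripts), it recovered 89.2% (85.5 to 92.5) with 5.72% false calls (3.26 to 8.76).

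Genes were named by a rule. It covered the genes the paper names in its transcriptome results, some of which are not reported here, the 24 transcripts with the smallest p across the PCB 126 groups (at most 6 by name), and at each dose the 5 largest changes past the threshold without overlap between treated and control values. TIPARP, and the transcripts at the CYP1A1 locus outside this rule, were chosen after their values were seen. The mapping of libraries, the tests, the 30% limit on multiply aligned read pairs and the list of alternatives were fixed before the data were examined. The tests of the third component were not among these planned tests. The 30% limit was written with Fig. 5 and Supplementary File 1 in view. The alternatives were a pseudocount of 0.1, other filters, an ordinary linear model with and without a library-size term, scaling by the 75th percentile or by quantiles, the percentage of multiply aligned pairs as a covariate, subsets of libraries, a replicate block, array weights, fits of 2 groups, other settings of the PCA, and leaving out each library in turn. An ordinary linear model with a library-size term that sums the log2 values under the 75th percentile of each library is the one Ballgown fits by default.

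The metabolome was analysed from the peak areas in Supplementary File 4 for 9 metabolites named in the paper. The gene-annotation enrichment and the sparse partial least squares integration were not repeated. The 2 alignment entries without a library name were not assigned to a library.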

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

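The tests in this part were chosen only after the results were seen, apart from the tests of reads given to another transcript, for the transcript past the threshold at 100 pM and for CYB561A3, which were written down first.

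Within groups of 5 libraries, 164 sets of values were examined for a highest or lowest library with a gap to the next of more than 0.71 of the range. They were the named genes and CYP1A1 transcripts on the log2(FPKM + 1) scale, the scores on 3 components, the read pairs and the percentage of multiply aligned read pairs. By chance, about 8.2 such values are expected, and 14 were found. They were AP2A1 at 4.38 in 100 pM replicate 4 and 3.78 in 10 nM replicate 5, FUCA1 at 4.69 in control replicate 5 and 4.39 in 10 nM replicate 3, LUM at 4.74, H2AFV at 5.58 and MMP2 at 2.45 in control replicate 5, and HIST1H2AE at 4.77 in 100 pM replicate 5. The others were PFKFB3 at 2.71 in 1 µM replicate 5, APOA2 at 4.44 in control replicate 1 and 0.96 in 1 µM replicate 1, ENST00000395048 of CYP1A1 at 1.56 in control replicate 2, where the other control libraries were at 0, and ENST00000567032 at 3.98 and ENST00000564596 at 2.91 in 100 pM replicate 5. Control replicate 5 held 4 of the 14 and 100 pM replicate 5 held 3. Of the 14, 8 belonged to the 5 libraries with more than 30% of read pairs aligned more than once, so a property of those libraries may account for part of them. No biological explanation was tested for these values.

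In 100 pM replicate 5, the FPKM of CYP1A1 was 319, of CYP1A2 208, of TIPARP 17.5, of SERPINB2 4.57 and of STC2 4.31, each the highest of its group. A measure of whether RNA of a higher dose could be mixed into this library was the fraction of a donor library that each of these 5 genes would need. CYP1B1, APOA2 and COL3A1, which also changed with dose, were not part of it. CYP1B1 was at 37.9 and APOA2 at 35.4 in this library, against 53.1 and 14.8 in replicate 1. COL3A1, at 5.01, was the lowest of its group. For the best of 10 donor libraries, replicate 4 of the 10 nM group, the largest fraction was 2.1 times the smallest, and the fractions ran from 69.3% for STC2 to 145.8% for CYP1A1, of which the last is above what a mixture can hold. A limit of 2 had been set without an estimate of noise. Between 2 libraries of the same dose, the ratio was 1.12 to 12.6 with a median of 2.85 over 40 ordered pairs, so a value of 2.1 does not exclude such a mixture. Each pair of libraries was counted in both directions, which give the same ratio. Over the 117 transcripts past the threshold at 1 µM, the distance of this library to the mean of the 10 nM group was 0.655 of its distance to the other 100 pM libraries, while the same ratio was 1.61 to 2.28 for the other 100 pM libraries. The library therefore lies nearer to the 10 nM group than to its own. Only 4 libraries at 100 pM have a known number of read pairs, too few for a correlation with depth. Among them, replicate 1 had 31074827 read pairs against 32570785 in replicate 5, with CYP1A1 at 70.95 and CYP1A2 at 15.9, so depth alone does not account for the values of replicate 5. A mixture, an exchanged label, a higher dose in the culture and a culture that responds more strongly cannot be told apart, and the labels were used as given. With this library left out, as with every other, at most 3 transcripts passed at 100 pM.

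SERPINB2 is listed in Supplementary File 3 and the text of the paper does not discuss it, and STC2 and CYB561A3 are not named in the text. ENST00000299502 of SERPINB2 rose by 4.90 on the log2 scale at 1 µM and ENST00000265087 of STC2 by 3.28, in 5 of 5 libraries each. With the percentage of multiply aligned read pairs as a covariate, the adjusted p at 1 µM from limma was 0.00113 for SERPINB2 and 0.00155 for STC2, so this percentage does not by itself account for the rises. The lowest library at 1 µM was at 19.31 for SERPINB2, against 1.668 in the highest control library, and at 7.621 for STC2, against 0.6579. These rises are in line with a response to PCB 126, whose mechanism was not tested. ENST00000426130 of CYB561A3 (chromosome 11, 61348754 to 61362283) rose by 3.72 at 1 µM. Summed over the gene, the log2 fold change was 2.73, so read pairs moved from other transcripts of the gene do not account for most of it.

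The only transcript past the threshold at 100 pM, on chromosome 2 from 128091194 to 128157346, had a log2 fold change of 3.38 there and was listed at 0 in most libraries of the other groups. The FPKM summed over its locus changed by 0.334, which is consistent with read pairs being given to this transcript in place of others of the locus. In 26 of 100 splits of the libraries of the control and 100 pM groups, the real one included, at least 1 transcript passed, with at most 3 in the others. The result therefore cannot be told apart from the splits of the same libraries.

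An assembled transcript that overlaps CYP1B1, on chromosome 2 from 38061849 to 38076147, rose by 5.20 on the log2 scale at 1 µM. Its FPKM was 0.166 ± 0.247 (SD, n = 5) in the control group, 9.09 ± 16.7 at 100 pM, 34.3 ± 64.0 at 10 nM and 94.2 ± 90.4 at 1 µM, where the lowest library was at 3.24 and the highest at 214. It shares read pairs with the transcripts of CYP1B1, so it is not an independent result, and no explanation of its own was tested.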

How the results depend on the processing

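The comparison of other splits of the libraries in this part was chosen only after the counts were seen.

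With the main settings, 77 transcripts passed across the 4 PCB 126 groups, 180 had a trend, 136 genes passed, and 1, 13 and 117 transcripts passed at 100 pM, 10 nM and 1 µM. Under the alternatives below, the numbers named are those outside 1.5 times these, in each case by limma with Benjamini-Hochberg adjustment unless an ordinary model is named, and the cause of a change was not tested.

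With a pseudocount of 0.1, 0 transcripts passed at 100 pM and 4 at 1 mg/L glyphosate (3 higher and 1 lower). Without a filter, 3 passed at 100 pM, 0 at 10 nM, 1 at 0.1 g/L glyphosate and 90 genes. With a mean FPKM of at least 1 as the filter, 0 passed at 100 pM, as in the ordinary model, in which 70 genes passed across the groups. With the main settings, 785 transcripts at 100 pM had an unadjusted p under 0.05. The ordinary model with a library-size term gave 264 transcripts across the groups, 510 with a trend, 443 genes, and 0, 62 and 486 at the 3 doses. Limma with the library-size term, chosen after seeing the values, gave 170.

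With 75th-percentile scaling, 133 transcripts, 284 trends and 483 genes passed, and 1 transcript each at 1 mg/L and 0.1 g/L glyphosate. With quantile normalization, 279 transcripts, 524 trends and 714 genes passed, with 0, 43 and 414 transcripts at the 3 doses and 1 each at 1 mg/L glyphosate and with Roundup. At 1 µM, 63 genes were higher and 119 lower with the main settings, 247 and 345 with 75th-percentile scaling, and 532 and 553 with quantile normalization, so the share of lower genes depends on the scaling. The trends were 79 rising and 101 falling with the main settings, 103 and 181 with 75th-percentile scaling, and 187 and 136 without the 5 libraries with more than 30% of read pairs aligned more than once.

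Over the 18 libraries with known alignment, 39 transcripts, 113 trends and 67 genes passed, with 2, 4 and 67 transcripts at the 3 doses. With the percentage of multiply aligned read pairs as a covariate, these were 132, 313 and 331, with 2, 21 and 236. In the glyphosate table, the counts were 2, 2 and 3 for glyphosate at its 3 doses and 3 for Roundup over the libraries named, and 2, 2, 3 and 2 with the covariate. Without the libraries above 30%, they were 172 transcripts, 323 trends and 266 genes, with 0, 36 and 264 at the 3 doses. With array weights, 170 transcripts, 312 trends and 915 genes passed, with 31 at 10 nM, 237 at 1 µM, 2 at 1 mg/L and 1 at 0.1 g/L glyphosate. In fits of only the 2 groups compared, 4 passed at 100 pM, 5, 2 and 9 at the 3 doses of glyphosate and 4 with Roundup.

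With the replicate number as a block, 270 genes passed across the groups, 0 transcripts at 100 pM, 8 at 10 nM and 79 across the groups. The numbers state no pairing: deviations from the group mean had a mean correlation of 0.0317 between libraries of the same number and -0.00792 between libraries of different numbers. At 100 pM, LPL was below the control library of the same number in 5 of 5 and CPS1 in 4 of 5, an order that the unpaired tests do not use.

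When each library was left out in turn, 42 to 97 transcripts, 134 to 398 trends and 101 to 208 genes passed, with 0 to 3, 2 to 20 and 51 to 148 transcripts at the 3 doses, 0 to 2, 0 to 2 and 0 to 3 for glyphosate and 0 to 3 for Roundup.

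The first component of the PCA held 19.2% of the variance and the second 6.54%. The shares were 28.1% and 7.44% with scaling to unit variance, 13.3% and 7.93% with quantile normalization, and 10.2% and 8.54% without the libraries above 30%, and the second was 6.33% with every transcript above 0. Further settings were chosen after seeing the values. They gave 21.2% and 6.61% with a mean FPKM of at least 1, 20.8% and 8.69% with at least 10, 14.5% and 6.41% with a variance of log2 values above 1, 27.2% and 8.37% with transcripts above 0 in every library, and 64.6% and 17.3% on the linear scale. Summed per gene name they were 44.1% and 8.26% (variance above 1) or 40.1% and 7.68% (all above 0), and summed per assembled locus 59% and 10.3% or 42.5% and 8.32%. In these 4 sums, the Spearman correlation of the second component with the dose step was 0.69, 0.791, 0.799 and 0.814, against 0.132 for transcripts, and 0.0317 to 0.844 with each library left out. In the other settings chosen after seeing the values, it was 0.233 with a mean FPKM of at least 1 and 0.155 with at least 10. It was 0.031 with a variance of log2 values above 1, 0.357 with transcripts above 0 in every library and 0.0155 on the linear scale. The relation of the first component to multiply aligned read pairs within 13 libraries (r = 0.776) was 0.112 with 75th-percentile scaling and 0.22 with quantile normalization, and 0.719 to 0.891 with each library left out. The spread of the groups rose with dose with rho = 0.551, 0.597 with either scaling, 0.442 with every transcript above 0, 0.237 to 0.753 with each library left out, and -0.0037 without the libraries above 30%.

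For single genes, isoforms and metabolites, 477 results kept their direction and side of the threshold, 33 became weaker and 92 stronger, and 3 reversed: AP2A1, whose log2 fold change at 1 µM was -0.76 for its most abundant transcript and -0.083 to 0.80 with each library left out, and CHSY1, with -0.045 to 0.25 with each library left out. Neither gene passed the threshold in the fits with the reversed sign, and the sum of AP2A1 passed in none of the fits named here. Across the groups, 1 transcript of AP2A1 passed in the ordinary model with a library-size term. CHSY1 passed with the ordinary model and a library-size term (0.37, adjusted p = 0.000379), with quantile normalization (0.36, adjusted p = 0.00147) and with the percentage of multiply aligned read pairs as a covariate (0.34, adjusted p = 0.0379). All 9 metabolites kept an unadjusted exact p under 0.05 at 1 µM with each sample left out, and 8 of 9 with the peak area not divided by protein, where N-acetylmethionine sulfoxide had a log2 fold change of 0.133 (exact permutation test, p = 0.357).

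Other splits of the same libraries were drawn, 100 for each result, the real one included. In 1 of the 100, the real one, as many transcripts passed across the groups (at most 31 in the others), at 10 nM (at most 5), at 1 µM (at most 7) and with a trend (at most 3), and as many genes (at most 2). The same held for the 264 transcripts of the ordinary model with a library-size term (at most 5), which suggests that neither count is what a random division of these libraries gives. The labels give no pairing, so all splits were drawn from.

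The library with the fewest transcripts above 0 was replicate 5 of the 10 nM group, with 71169 and 9467558 read pairs. Replicate 1 of the 1 µM group had 75785 with 21230210 read pairs, and both have more than 30% of multiply aligned read pairs, so the number of transcripts cannot be put down to depth alone.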

Differences from the paper's values

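The comparisons in this part set values beside the paper's. The settings named as such were chosen only after the result was seen, and the test of the third component was not planned.

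The paper's number of altered transcripts is 264, and limma gave 77. Of the alternatives set before the data were examined, the ordinary linear model with a library-size term gave 264 and quantile normalization gave 279, and the others did not come within 1.5 times of it, with 39 to 172 transcripts. The list of 264 shared 65 transcripts with the 77, and 261 of the 264 had the same direction at 1 µM in limma. All 95 genes in the paper's gene-annotation results had a transcript in the list of 264, against 18 of them for limma. The model that Ballgown fits by default therefore gave the paper's number and covered these genes. Without the library-size term, the ordinary model gave 69, so much of the gap goes with leaving this term out. Limma with the term, chosen after seeing the values, did not reach the paper's number.

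The paper counts 4 isoforms of CYP1A1 as increased from the lowest concentration, and 0 passed the threshold at 100 pM here. None of the alternatives set before the data were examined closed the gap, and the smallest adjusted p at 100 pM over the settings was 0.397 to 1. Unadjusted, the assembled transcript of the locus with 5 exons had an exact permutation p of 0.0159 at 100 pM. Across the 4 groups, 4 transcripts of the locus passed, which is the paper's number, and 1 to 5 passed under the alternatives. ENST00000564596, which Fig. 6b shows as altered, had an adjusted p of 0.0611 across the groups and 0.0188 at 1 µM. Under a pseudocount of 0.1, quantile normalization and array weights, 5 transcripts of the locus passed across the groups.

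The first component holds about 49% of the variance in Fig. 5, read by eye, and 19.2% here. None of the alternatives set before the data were examined closed the gap, with 10.2% to 28.1%. Settings chosen after seeing the values came within 1.5 times of the paper's share, with 44.1% and 40.1% for FPKM summed per gene name, 59% and 42.5% for FPKM summed per assembled locus, and 64.6% on the linear scale.

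The paper states that the control group separates from the PCB 126 groups by dose on the second component. Here the order by dose was on the third component (Spearman rho = 0.783) and not on the second (0.132). The second component followed the dose with rho = 0.844 without replicate 1 of the 1 µM group, and with rho = 0.69 to 0.814 for FPKM summed per gene name or per assembled locus, settings chosen after seeing the values. Other settings chosen after seeing the values gave rho = 0.0155 to 0.357, the lowest being on the linear scale. The paper states that the groups cluster more closely with increasing dose, and here their spread rose with dose (rho = 0.551), and was -0.0037 without the libraries with more than 30% of multiply aligned read pairs.

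The paper lists N-oleoyltaurine among the metabolites that rose with dose. In the peak areas, its log2 fold change was -1.07 at 10 nM and -1.64 at 1 µM (exact permutation tests, p = 0.00794 each). For the decreases in docosatrienoates and 1-palmitoleoylglycerol at 1 µM, the replacement value that came within 1.5 times of the paper was chosen after seeing the values of another, which gave decreases of 3.41, 3.56 and 6.39 times where the paper prints 5.4, 6.5 and 370. The paper names UGT2A3 and UGT2B11 in a network it takes as a sign of activated xenobiotic metabolism, and both fell at 1 µM, by 1.20 and 1.70 on the log2 scale. The paper states that altered transcripts were detectable at 100 pM among the 24 most altered, and 1 of the 24 chosen here passed the threshold there.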

Other observations

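The tests of the first component in this part were written down before the data were examined but with Fig. 5 in view, and the other tests were chosen only after the result was seen.

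The paper leaves the source of the first component open. A candidate explanation is the percentage of read pairs aligned more than once, such as pairs from leftover ribosomal RNA, which had been expected to correlate with the component over all libraries. Since the libraries fall into 2 clusters, the correlation was computed within the 13 libraries at or under 30%, where r was 0.776. The correlation with the number of read pairs was -0.207 (permutation test over 18 libraries, p = 0.405), and 33.4% of the variance of the component lay between the 5 runs of library numbers (permutation test, p = 0.152). That correlation also runs across the 2 clusters. Within the 13 libraries, added after it was seen, r with the number of read pairs was 0.19 (permutation test, p = 0.555) and -0.439 without the 2 libraries farthest from the median depth (permutation test, p = 0.177), so no relation to depth was found, though 13 libraries are too few to exclude one. Runs and multiply aligned pairs are not separate explanations, since over all 8 groups 5 of the 8 libraries of the run with replicate number 5 have more than 30% of such pairs, against 4 of the 30 named libraries of the other runs. A link to multiply aligned pairs or to what set that run apart remains as a hypothesis. The reads themselves were not analysed here, so whether the pairs come from ribosomal RNA is not known. The relation was not seen under either scaling between libraries, and why was not tested.

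A library-size term raised the number of altered transcripts from 69 to 264 in the ordinary model. Within the 13 libraries, the term had r = -0.889 with the percentage of multiply aligned read pairs (permutation test, p = 1e-04), chosen after the counts were seen. This suggests that the term carries some of the same variation as that percentage, although other properties of a library could move both.

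The rising spread of the groups in the PCA (rho = 0.551) was -0.0037 without the 5 libraries above 30%, of which 4 were at 10 nM or 1 µM. It was 0.597 under 75th-percentile scaling and under quantile normalization (permutation tests, p = 0.00699 and 0.00659), so the scalings did not lower it. The rise in spread therefore depends on those libraries, and whether the dose also bears on it cannot be told. The 4 HIST1 genes, in contrast, kept a mean log2 fold change of -0.868 at 1 µM with the percentage as a covariate, so it does not account for most of their fall. After quantile normalization, where the median change of all genes at 1 µM was -0.01, their log2 fold changes were -0.95, -0.99, -0.81 and -0.84 for HIST1H2AB, HIST1H2AE, HIST1H2AG and HIST1H2BO, with adjusted p values of 0.000825, 0.00107, 0.000308 and 0.00146 from limma, so the shift of all genes does not account for the fall either. Copies of histone genes that share read pairs were not separated, so which of the copies fell is not known.

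The same culture experiment held glyphosate and Roundup, on which the paper does not report. Against the control group, 0 of 20601 transcripts had an adjusted p under 0.05 in limma at 10 µg/L, 1 mg/L or 0.1 g/L glyphosate or with Roundup at 10 µg/L, and 666, 854, 718 and 777 had an unadjusted p under 0.05. The smallest adjusted p values were 0.466, 0.102, 0.0789 and 0.164. A count of 0 is reached by all 100 of 100 splits by definition, so the splits show nothing here. The largest count in another split was 7, 3, 3 and 28.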
